# Identification and characterization of sugar-regulated promoters in *Chaetomium thermophilum*

**DOI:** 10.1186/s12896-023-00791-9

**Published:** 2023-07-08

**Authors:** Sven Reislöhner, Geza Schermann, Max Kilian, Daniela Santamaría-Muñoz, Christian Zimmerli, Nikola Kellner, Jochen Baßler, Michael Brunner, Ed Hurt

**Keywords:** Eukaryotic thermophiles, Filamentous fungi, Inducible promoters, Thermostable proteins, Transcriptomes

## Abstract

The thermophilic fungus *Chaetomium thermophilum* has been used extensively for biochemical and high-resolution structural studies of protein complexes. However, subsequent functional analyses of these assemblies have been hindered owing to the lack of genetic tools compatible with this thermophile, which are typically suited to other mesophilic eukaryotic model organisms, in particular the yeast *Saccharomyces cerevisiae*. Hence, we aimed to find genes from *C. thermophilum* that are expressed under the control of different sugars and examine their associated 5’ untranslated regions as promoters responsible for sugar-regulated gene expression. To identify sugar-regulated promoters in *C. thermophilum,* we performed comparative xylose- versus glucose-dependent gene expression studies, which uncovered a number of enzymes with induced expression in the presence of xylose but repressed expression in glucose-supplemented media. Subsequently, we cloned the promoters of the two most stringently regulated genes, the xylosidase-like gene (*XYL*) and xylitol dehydrogenase (*XDH*), obtained from this genome-wide analysis in front of a thermostable yellow fluorescent protein (YFP) reporter. With this, we demonstrated xylose-dependent YFP expression by both Western blotting and live-cell imaging fluorescence microscopy. Prompted by these results, we expressed the *C. thermophilum* orthologue of a well-characterized dominant-negative ribosome assembly factor mutant, under the control of the *XDH* promoter, which allowed us to induce a nuclear export defect on the pre-60S subunit when *C. thermophilum* cells were grown in xylose- but not glucose-containing medium. Altogether, our study identified xylose-regulatable promoters in *C. thermophilum*, which might facilitate functional studies of genes of interest in this thermophilic eukaryotic model organism.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12896-023-00791-9.

## Background

The proteins of thermophilic microorganisms are of interest for their superior stabilities, both in isolation and in protein complexes, compared to their mesophilic counterparts [1, 2]. A prominent example of their utility is that of the Taq polymerase from the bacterium *Thermus aquaticus* on which the classical PCR method relies [3, 4]. In contrast to bacteria and archaea, thermophily is a rare phenomenon in eukaryotes [5–7]. One such eukaryotic thermophile is the filamentous ascomycete *Chaetomium thermophilum*, which optimally thrives at temperatures between 50–55 °C, with an upper limit of approximately 60 °C [8, 9]. Its genome was sequenced and published in 2011 [8, 10], which finally allowed to reconstitute the assembly and the structure of large nucleoporins of the nuclear pore complex [8, 11, 12]. Along that line, also the reconstitution of protein complexes involved in ribosome assembly or their structural analysis has been successfully studied using its thermostable proteins [13–17]. Moreover, also several other structural studies benefitted from its recombinant thermostable proteins [18–20] and protein complexes, like the huge 600 MDa INO80 complex in contact with the nucleosome [21], showing close insights into structural arrangements. Other large assemblies of several proteins, like the fatty acid synthetase were isolated from wildtype *C. thermophilum* extracts by size exclusion chromatography (SEC) and structurally characterized [22]. Besides for fundamental research, heterologous expression of its thermostable proteins was also successfully applied for industrial purposes in already established mesophilic filamentous fungi, like in *Trichoderma reesei*. Here, the cellulase coding *cbh* gene from the thermophile showed higher cellulase activity and cellulase secretion than the endogenous enzyme in *T. reesei *[23]*.* Moreover, *C. thermophilum* was exploited as a native source for secreted thermostable lignocellulolytic enzymes and their potential for the generation of biofuel out of lignocellulose [24].

To further exploit *C. thermophilum* for structural biology studies and biotechnology, our lab aimed to develop genetic tools to establish *C. thermophilum* as a novel model organism. We have previously published a transformation protocol [25] that allows affinity-tagged proteins and complexes to be purified directly from *C. thermophilum* for biochemical and structural studies. Based on this milestone achievement, cryo-EM studies have afforded various unprecedented structural insights especially along the early ribosomal maturation steps [15, 26, 27].

However, a highly useful, but as yet unavailable, genetic tool would be an inducible promoter that facilitates regulated gene expression in *C. thermophilum*. A broad collection of regulatable promoters in fungi have been described that react to inducers as diverse as various carbon- and nitrogen-based nutrients, metal ions, and even light [28–31]. Other successfully applied promoters are synthetic systems, for example, the Tet On/Off system [32], which is commonly used in the *Aspergillus* genus [33, 34].

Glucose-repressed promoters that can be activated by alternative host-specific carbon sources are commonly applied in filamentous fungi. Among these are the *cellobiohydrolase 1* (*cbh1)* promoter in *Trichoderma reesei* that is activated by a broad range of hemicellulose-derived carbon sources [23, 35]*,* the alcohol dehydrogenase (*alcA)* promoter in *Aspergillus nidulans* that is activated by ethanol [36, 37], and the dehydroquinase promoter (*qa-2*) in *Neurospora crassa* that is activated by quinic acid [38].

Here, we aimed to find sugar-controlled genes in the genome of *C. thermophilum* to evaluate the associated 5’ untranslated regions as promoters for sugar-regulated gene expression. To this end, we grew *C. thermophilum* in minimal media designed to provide either glucose or xylose as the sole carbon source, and analyzed the respective transcriptomes by Illumina deep sequencing. This transcriptome analysis allowed us to identify exclusively active genes in glucose or xylose, respectively. We verified the transcriptomic dynamics for selected genes by quantitative real-time PCR (qRT-PCR). Furthermore, we used a thermostable YFP-reporter construct to monitor protein expression under the control of various promoters by immunoblotting and fluorescence microscopy. Using these approaches, we identified the promoters from a *β*-xylosidase-like gene (*XYL*) and xylitol dehydrogenase (*XDH*) as the most stringently regulated. Both promoters enabled regulated expression of proteins of interest in *C. thermophilum* and will be utilized in future in vivo studies.

## Results

### Establishing sugar-specific media suitable for growing C. thermophilum

In order to render *C. thermophilum* more amenable to genetic analyses*,* we sought to identify regulatable promoters of gene expression. This might be useful for, among other goals, the regulated expression of (dominant-negative) mutants in this fungus, and hence might facilitate functional studies in vivo. By analogy with mesophilic fungi, we hypothesized that *C. thermophilum* can also regulate the enzymes for its sugar metabolism according to the identity of the sugar provided in the medium. Accordingly, we tested various sugars as the sole source of carbon in minimal media and determined the changes in transcriptome expression. Initially, *C. thermophilum* was cultivated on rich complete cultivation medium (CCM) containing dextrin and saccharose as carbon sources supplemented with tryptone, peptone and yeast extract as complex nutrients (Materials and Methods). In order to identify sugar-regulated genes, we established a minimal medium containing only the salts, peptone and yeast extract (SPY medium) in equal amounts to those provided in the CCM. Addition of 1% (w/v) glucose or xylose then defined the medium as glucose- or xylose-containing, respectively (Materials and Methods). Whereas no mycelium growth was observed on minimal sugar-free medium, fungal colonies grew well on glucose- or xylose-containing media. Owing to the lower nitrogen and carbon content in the minimal media, the radial growth was slower than mycelia grown on the traditional CCM. Interestingly, mycelia grown on glucose- and xylose-containing media had less defined radial growth and lacked the characteristic “segmentation grooves” compared to colonies grown on traditional CCM (Fig. 1a).

**Fig. 1:**
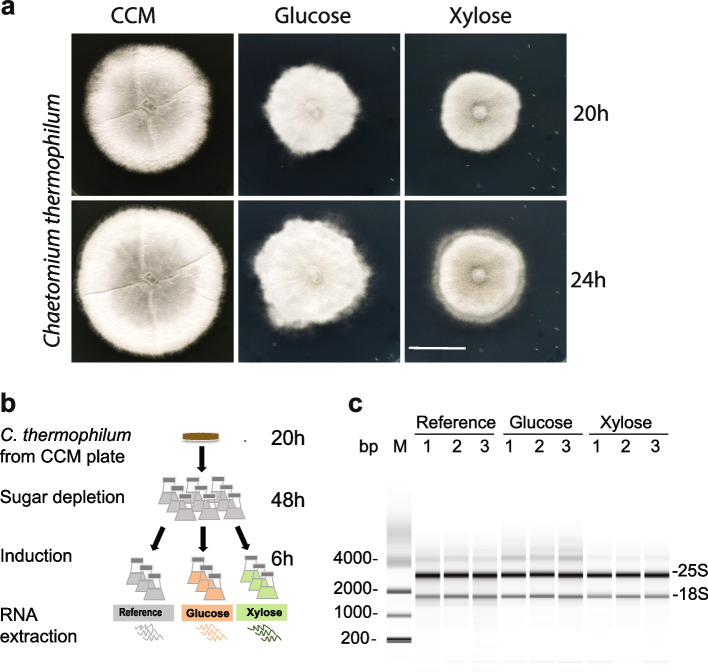
RNA isolation from *C. thermophilum* cultures grown in glucose and xylose. **a** *C. thermophilum* was grown on a traditional CCM plate for 24 h at 50 °C. From a parental colony grown on a CCM plate, equally sized (approximately 3 mm^2^) pieces were excised from the periphery and transferred onto fresh plates with either CCM (control medium), glucose-containing medium, or xylose-containing medium. Colony growth was imaged after 20 and 24 h of incubation at 50 °C. Scale bar: 2 cm. **b** A schematic workflow illustrating the steps of *C. thermophilum* cultivation prior to RNA extraction. A piece of a parent colony was used to inoculate a liquid SPY culture, which was then incubated for 48 h at 55 °C to deplete a putative cellular sugar reserve. Final cultivation was done in liquid SPY (reference), glucose- or xylose-supplemented SPY at 55 °C for 6 h before RNA was extracted. **c** The quality of the extracted RNA was evaluated by bioanalyzer measurements. The most intense RNA bands correspond to the intact 25S and 18S rRNA of the reference, glucose- and xylose-induced cultures. The analysis was performed for three biological replicates of each growth condition

### Illumina deep sequencing reveals the transcriptome dynamics depending on the sugar source

Using different glucose- and xylose-supplemented media, we then screened for differentially transcribed genes that are controlled by carbon-regulated promoters. We incubated wildtype mycelia first in liquid minimal medium (SPY) lacking a source of sugar to deplete carbon storage pools in the cells, from which extracted total RNA served as a reference transcriptome. After 48 h, cultures were shifted to a medium containing either glucose or xylose and incubated for 6 h, before total RNA was isolated (Fig. 1b, c). In order to determine the transcriptomes that resultated from these distinct growth conditions, we applied mRNA-directed lllumina deep sequencing for each condition in triplicate [39]. These triplicates showed a high overall consistency, but were significantly different across the three experimental conditions (Suppl. Figure 1). 

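Wild-type mycelia of C. thermophilum, a filamentous fungus that grows at high temperature, were depleted of sugar in SPY, a minimal medium lacking a source of sugar. The depletion lasted 48 h according to the Results and the sample labels and 42 h according to the Methods, and the temperature was 55 °C in Fig. 1b and 50 °C in the Methods. The labels and the Methods also differ in the medium they name for the preculture. Of the 9 cultures, 3 stayed without sugar as the reference, 3 received 1% glucose and 3 received 1% xylose, and the exposure lasted 6 h. The authors mapped the 50-bp single-end reads with Tophat2 on the genome of Ensembl release 28, allowing introns between 40 and 5000 bp, and deposited the number of reads counted on each gene with summarizeOverlaps, without normalization. Between 38806913 and 52229013 reads per library were counted on genes, with a median of 47195974 in the reference, 45794607 in glucose and 45747003 in xylose. On average 46.4 M reads were counted in the reference, 44.4 M in glucose and 47.8 M in xylose, which is 67.2%, 71.6% and 74.6% of the mapped reads that the paper gives in Table 1 (69, 62 and 64 M). The values here rest on the counted reads. Reads on the 26S rRNA gene took between 7.36% and 32.0% of a library. The table lists 7785 genes, of which 483 had a count of 0 in all 9 libraries. Libraries were scaled by edgeR's TMM method, and the 6904 genes that passed its filter on low counts were tested in 1 model over all 9 libraries with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in place of the DESeq2 Wald test of the paper. Genes with an adjusted p-value under 0.05 are called DEGs.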

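After regularized logarithmic transformation of the counts of all genes, the Euclidean distance between libraries of the same condition was at most 51.1, and that between libraries of different conditions was at least 69.3. The mean distance within a condition was 43.0 for the reference, 28.6 for glucose and 37.9 for xylose, each over 3 pairs of libraries. Between conditions it was 80.0 for glucose and the reference, 80.5 for glucose and xylose, and 101 for xylose and the reference, each over 9 pairs. The mean distance between conditions was 2.39 times that within conditions, and no other of the 280 ways to divide the libraries into 3 groups of 3 gave a ratio as large (exact permutation test, one-sided, p = 0.00357, the smallest p that this design allows). Over the 500 genes with the largest variance the ratio was 3.15, the largest move among the alternatives tried. In a test of any difference among the conditions, 5384 genes (78.0% of those tested) were DEGs.

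**Figure D1:**
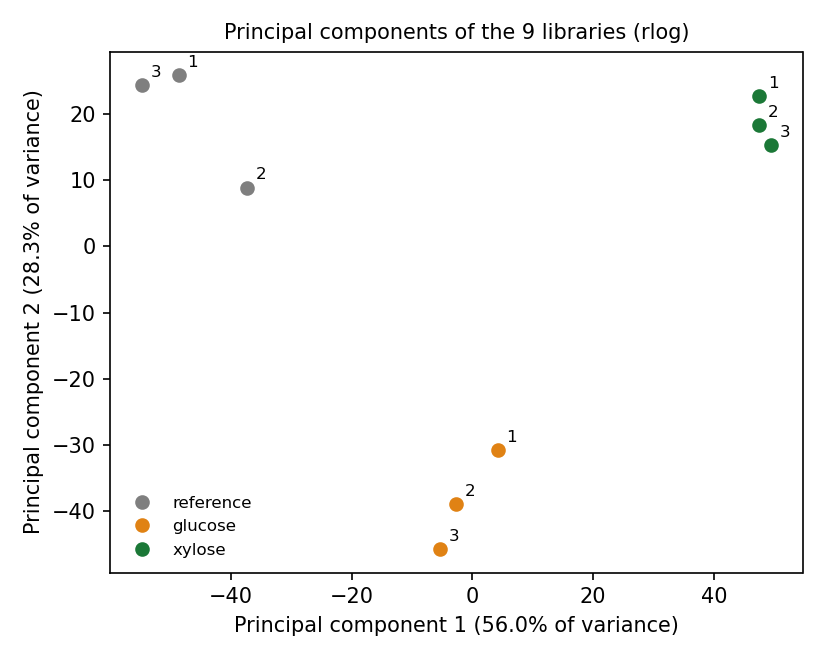
The first and second principal components of the 9 libraries after regularized logarithmic transformation, with each point 1 library, coloured by condition and numbered by replicate. The first component holds 56.0% of the variance and the second 28.3%, and the libraries of each condition lie next to each other.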

The transcriptomic reads had a length of 50 bp and comprised 75 million reads from the SPY medium, and about 70 million reads from the glucose- and xylose-induced conditions. From each sequencing run, we could map approximately 90% of the obtained sequencing reads onto the reference genome [8, 10] accessible at https://c-thermophilum.bork.embl.de [40] (Table 1).

**Table 1:** Illumina deep sequencing read output

Condition	Biological replicates	Average number of reads (millions)	Percentage of mapped reads	Mapped reads (millions)
Reference	3	75	91.5	69
Glucose	3	68	92.1	62
Xylose	3	70	91.7	64

Next, we analyzed the differences in transcriptomes between the various growth conditions, for which we could map about 62–69 million 50-bp reads from each condition, allowing us to determine the sugar-dependent dynamics of transcription. First, we sorted the differentially expressed genes (DEGs) according to transcript enrichment upon glucose and xylose induction in comparison to the reference medium (Fig. 2a, b). 

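Glucose changed 3416 genes relative to the reference, of which 1659 were higher and 1757 lower, and the median absolute log2-fold change of these DEGs was 1.52. Xylose changed 4463 genes, of which 2227 were higher and 2236 lower, with a median absolute log2-fold change of 1.83. At least a log2-fold change of 1 in either direction was reached by 2777 of the DEGs in glucose and 3846 of those in xylose. Leaving out glucose replicate 2 moved the count for glucose most, to 2522. The division into higher and lower genes in glucose depended on single libraries. Without reference replicate 3, 1216 of 2627 DEGs were higher, and without glucose replicate 1, 1708 of 2854. The division also depended on the library to which the TMM method scales the others. With the third xylose library in that place, an alternative chosen after seeing the data, 2011 genes were higher and 1414 lower, and the median log2-fold change of all genes moved from -0.05 to 0.16.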

A comparison of the glucose- and xylose-induced transcriptomes showed that 4258 genes from the approximately 7200 transcripts (~ 60%) were significantly differentially expressed (p-adjusted < 0.05) (Fig. 2c). 

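Between xylose and glucose, 3504 of the 6904 genes tested (50.8%) were DEGs. Of these, 1944 had more transcript in xylose and 1560 had more in glucose, and 2882 changed by at least 1 on the log2 scale. When the libraries were scaled by their total counts alone, 3082 genes were DEGs, 1903 higher in xylose and 1179 higher in glucose, and the median log2-fold change of all genes moved from 0.16 to 0.34. Which side held more genes depended on the scaling, the conditions fitted and a single library, and it also changed with the filter. Without the filter on low counts, 1654 DEGs were higher in xylose and 1773 in glucose, and with at least 10 counts in every library 1584 and 1707. Without the filter but with the original library to which TMM scales, chosen after seeing the data, they were 1954 and 1551. The change without the filter therefore went with the choice of that library. With the first xylose library as the library to which TMM scales, chosen after seeing the data, these were 1629 and 1792. Without glucose replicate 1, 1435 of 3047 DEGs were higher in xylose, and in the fit of only the conditions compared 1834 of 3704. The other fits that left out 1 library kept more DEGs on the xylose side, but the division was nearly even without xylose replicate 1, with 1443 of 2880.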

The DEG plots are shown in Suppl. Data 1.

**Fig. 2:**
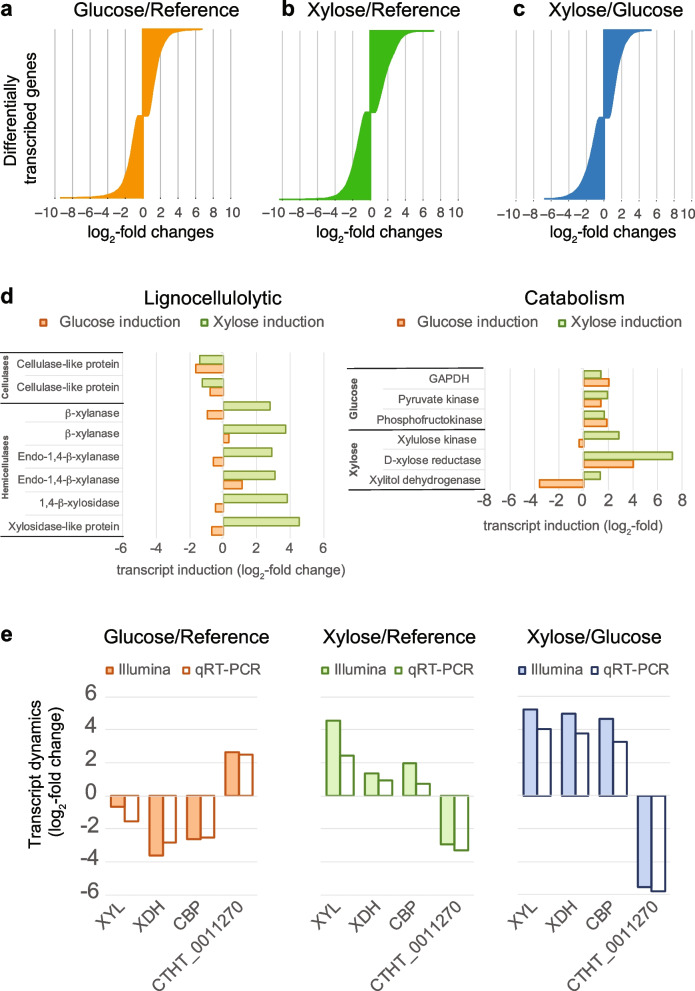
Investigation of sugar-induced transcriptome dynamics in *C. thermophilum*. **a**–**c** The differentially expressed genes (DEGs) after exposure to either glucose or xylose for 6 h are shown. The charts show the significant DEGs as log_2_-fold changes according to Illumina deep sequencing of mRNAs (*p*-adjusted < 0.05). Significant changes in transcripts after glucose induction (3736) compared to the reference condition (**a**), after xylose induction (4685) compared to the reference condition (**b**), and comparing xylose with glucose induction (3750) (**c**). The plotted DEGs are listed in Suppl. Data 1. **d** Selected genes involved in lignocellulolytic and catabolic function were analyzed with respect to their transcriptional dynamics. Shown are the changes in transcripts as log_2_-fold changes after D-glucose (orange) and D-xylose (green) induction in comparison to carbon-deficient reference medium (SPY). The respective gene IDs are given in Suppl. Data 3. **e** The transcriptome dynamics of selected genes were validated by qRT-PCR. The measured changes in transcripts according to Illumina sequencing (filled bars) are shown alongside changes in transcripts according to qRT-PCR (white bars). Transcript dynamics are compared for a β-xylosidase-like gene (XYL), xylitol-dehydrogenase (XDH), a cellulose-binding protein (CBP) and the gene having the strictest activation in glucose compared to in xylose (CTHT_0011270)

In order to identify the genes most strictly regulated by sugars in *C. thermophilum*, we identified the 50 most differentially transcribed genes upon glucose and xylose induction (Suppl. Data 2). Of those, 17 genes (34%) were specifically activated by xylose and the other 66% by glucose. 

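Among the 50 genes with the smallest p-values between xylose and glucose in the edgeR fit, 27 were higher in xylose and 23 were higher in glucose. The lists in Suppl. Data 2 and in this fit shared 37 genes, and all 50 genes of Suppl. Data 2 were DEGs here. The ranking depended on the test and on single libraries. With the DESeq2 Wald test, which the paper names, 17 of the 50 genes were higher in xylose, and all 50 were those of Suppl. Data 2. Without glucose replicate 1, which moved the count most, 11 of the 50 genes were higher in xylose.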

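The 33 genes that Suppl. Data 2 lists as higher in glucose than in xylose had a median log2-fold change of -4.29 from glucose to xylose, and the largest of their adjusted p-values was 0.000207 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These genes were selected by the study on the same libraries, so their significance is not independent evidence. Compared with the reference, 22 of them were higher in glucose, 2 were lower and 9 were not DEGs. In xylose, 25 of the 33 genes were lower than in the reference and 8 were not DEGs. Both an increase in glucose and a decrease in xylose were found for 14 genes, an increase in glucose alone for 8 and a decrease in xylose without an increase in glucose for 11.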

Using the Gene Ontology tags from Ref. [39], we found the exclusively glucose-activated genes to be involved in a broad range of cellular processes, ranging from signaling and regulation of transcription to respiratory function, among others. By contrast, the xylose-induced genes are typically involved in xylose metabolism and also translation (Suppl. Figure 2). 

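All 17 genes that Suppl. Data 2 lists as higher in xylose were also higher in xylose than in the reference, with a median log2-fold change of 3.39. In glucose, 4 of them were higher than in the reference, 5 were lower and 8 were not DEGs, and their median log2-fold change was -0.49. The Gene Ontology tags of these genes were not used here.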

The three most xylose-induced genes code for enzymes with functions in hemicellulose hydrolysis or xylose catabolism: a xylosidase-like gene (CTHT_0011440), a xylitol dehydrogenase (CTHT_0073860), and a 1,4-β-xylosidase (CTHT_0064690), shown in Fig. 2d. Accordingly, we further examined the transcriptional dynamics of cellulases and hemicellulases from the total transcriptomic dataset (Fig. 2d and Suppl. Data 3). 

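From glucose to xylose, the transcript of CTHT_0011440 (XYL) rose from 4.24 ± 0.554 to 186 ± 22.9 CPM (counts relative to the library size; SD, n = 3 libraries), a log2-fold change of 5.45 (standard error 0.39, adjusted p = 2.31e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For CTHT_0073860 (XDH), the log2-fold change was 5.10 (standard error 0.35, adjusted p = 2.31e-05 from the same edgeR test). The transcript of CTHT_0064690 rose from 4.37 ± 0.329 to 95.2 ± 32.2 CPM (SD, n = 3), a log2-fold change of 4.44 (standard error 0.34, adjusted p = 3.15e-05 from the edgeR test). Ordered by p-value, these genes ranked 4, 2 and 6 among all DEGs between the sugars. Ordered by the increase on the log2 scale, they had the 3 largest values among the 50 genes of Suppl. Data 2 and ranked 2, 4 and 10 among all DEGs. Leaving out xylose replicate 1 moved the value of CTHT_0073860 most, to 4.72. CTHT_0047580, with a log2-fold change of 5.88, and CTHT_0064080, with 5.41, which that list does not hold, had the ranks 1 and 3 by increase among all DEGs. Without xylose replicate 2 they fell to 4.81 and 3.70. Relative to the reference, CTHT_0047580 was not a DEG in xylose, with 1.37 (adjusted p = 0.0656, edgeR). Its log2-fold change in glucose was -4.51, with only 3 to 12 reads per glucose library. CTHT_0064080 had 4.17 in xylose relative to the reference.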

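The transcripts of the cellulase-like genes CTHT_0045500 and CTHT_0060530 were low in every condition, with 10 to 269 reads per library. Between xylose and glucose, the log2-fold change was -0.42 for CTHT_0045500 (standard error 0.58, adjusted p = 0.559 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.32 for CTHT_0060530 (standard error 0.57, adjusted p = 0.658 from the same edgeR test). Neither difference exceeded the spread between replicates, and that of CTHT_0060530 changed sign to -0.21 without xylose replicate 2. Compared with the reference, CTHT_0060530 was lower in glucose, with a log2-fold change of -1.78 (adjusted p = 0.0220, edgeR), and in xylose, with -1.46 (adjusted p = 0.0338, edgeR). Each of these calls was kept in 3 of the 6 fits that left out 1 library. Both were lost without reference replicate 3, with log2-fold changes of -1.25 (adjusted p = 0.107, edgeR) and -0.93 (adjusted p = 0.174, edgeR), that in glucose also without glucose replicate 1 or 2 and that in xylose also without xylose replicate 1 or 3. For CTHT_0045500 the changes from the reference, -0.91 in glucose and -1.33 in xylose, had adjusted p-values of 0.210 and 0.0618 (edgeR). They passed the threshold without reference replicate 2, with -1.32 (adjusted p = 0.0378, edgeR) and -1.84 (adjusted p = 0.00621, edgeR), and that in xylose also without xylose replicate 2 (adjusted p = 0.0355, edgeR). The smallest decreases of CTHT_0045500 in fits that left out 1 library were -0.41 in glucose and -0.83 in xylose. Adjusted over the list alone, 1 of the 2 genes was a DEG in glucose and both were in xylose relative to the reference, against 1 and 1 over all genes tested.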

The cellulases did not show significant transcriptional dynamics that depended on exposure to glucose or xylose. By contrast, the hemicellulases, including xylanases and xylosidases, were transcriptionally upregulated in xylose-containing medium compared to the slight induction or even repression in glucose-containing medium. In addition to these lignocellulolytic genes, we examined genes involved in glucose and xylose catabolism. 

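All 6 hemicellulase genes were higher in xylose than in the reference, with log2-fold changes between 2.88 for CTHT_0050050 and 4.70 for CTHT_0011440 and adjusted p-values between 5.08e-06 and 0.00328 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 6 were DEGs in this comparison and between xylose and glucose, both over all genes tested and adjusted over the list alone, but the call of CTHT_0047500 between the sugars depended on single libraries. Of the 6 genes, 3 are also in Suppl. Data 2, which the study selected by significance in these libraries, so for them the calls are not independent evidence. In glucose, only CTHT_0050050 differed from the reference, with a log2-fold change of -1.03 (adjusted p = 0.0150, edgeR), and this call was lost without glucose replicate 1 (adjusted p = 0.0554, edgeR) or glucose replicate 3 (adjusted p = 0.0541, edgeR). CTHT_0011440 had a log2-fold change of -0.75 in glucose (adjusted p = 0.0783, edgeR). It passed the threshold without reference replicate 3, with -1.01 (adjusted p = 0.0226, edgeR), as did CTHT_0042130, with -0.96 (adjusted p = 0.0481, edgeR). Without reference replicate 2 the value of CTHT_0011440 was -0.27. The smallest decrease of CTHT_0042130 in a fit that left out 1 library was -0.32. The xylanase CTHT_0047500 had 4 to 7 reads per library in the reference. Its log2-fold change between xylose and glucose was 2.27 (standard error 0.77, adjusted p = 0.0284, edgeR). This call was kept in 1 of the 6 fits that left out 1 library, that without xylose replicate 2. The value was lowest without xylose replicate 3, at 1.40 (adjusted p = 0.157, edgeR), and in the fit of only the conditions compared it was 2.13 (adjusted p = 0.0577, edgeR). For CTHT_0039870 the xylose replicates ranged from 35.5 to 356 CPM, and its change in glucose, 0.30, was -0.01 without reference replicate 3.

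**Figure D2:**
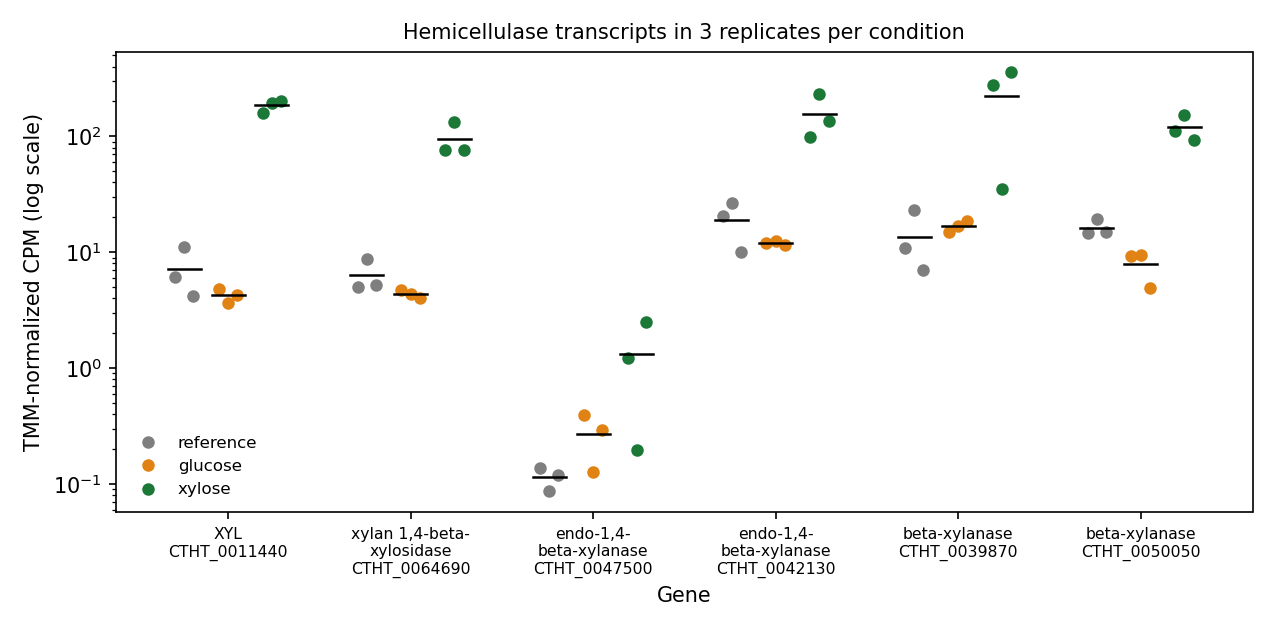
TMM-normalized CPM (log axis) of the hemicellulase genes in the reference, glucose and xylose. Each point is 1 of 3 libraries and each line is their mean. In xylose CTHT_0011440 lies near 186 CPM, and the second replicate of CTHT_0039870 lies at 35.5 CPM.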

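CTHT_0056950, the D-xylose reductase gene, rose in both sugars relative to the reference, with a log2-fold change of 7.41 in xylose (standard error 0.52, adjusted p = 3.24e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.10 in glucose (standard error 0.44, adjusted p = 7.53e-05 from the same edgeR test). Its level in xylose exceeded that in glucose by 3.31 on the log2 scale (adjusted p = 0.000148, edgeR). For the xylulose kinase gene CTHT_0022560 the log2-fold change was 2.93 in xylose (adjusted p = 2.76e-05, edgeR) and -0.45 in glucose (adjusted p = 0.247, edgeR). The xylitol dehydrogenase gene CTHT_0073860 changed by -3.70 in glucose (standard error 0.33, adjusted p = 2.37e-05, edgeR) and by 1.40 in xylose (standard error 0.30, adjusted p = 0.00163, edgeR). Adjusted over the list alone, as over all genes tested, all 3 genes were DEGs in xylose and 2 of them in glucose. CTHT_0073860 is also in Suppl. Data 2, whose genes the study selected on these libraries.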

Genes specifically required for the utilization of xylose were either strongly activated in the xylose-containing medium, for example, the genes encoding xylulose kinase (CTHT_0022560) and D-xylose reductase (CTHT_0056950), or strongly repressed in the glucose-containing medium, for example, the xylitol dehydrogenase gene (CTHT_0073860). By contrast, representative genes involved in glycolysis, for example, glyceraldehyde 3-phosphate dehydrogenase (CTHT_0004880), were not differentially transcribed in the presence of either sugar. Thus, *C. thermophilum* constitutively expressed genes needed to live on glucose, whereas the processes needed to mobilize and catabolize xylose were significantly activated in the presence of xylose.

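Between xylose and glucose, none of 3 glycolytic genes was a DEG, with log2-fold changes of -0.60 for the glyceraldehyde 3-phosphate dehydrogenase gene CTHT_0004880, -0.16 for the phosphofructokinase gene CTHT_0014530 and 0.61 for the pyruvate kinase gene CTHT_0017880 and adjusted p-values between 0.315 and 0.686 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p-value under 0.05 this comparison held 3963 genes. Scaling by total counts alone changed the sign of CTHT_0014530, to 0.02, a move as large as that of the median of all genes. Relative to the reference, the log2-fold changes in glucose were 2.17 (adjusted p = 0.0320, edgeR), 1.90 (adjusted p = 0.000891, edgeR) and 1.44 (adjusted p = 0.0303, edgeR) in the same order. Those in xylose were 1.57 (adjusted p = 0.0790, edgeR), 1.74 (adjusted p = 0.000675, edgeR) and 2.05 (adjusted p = 0.00386, edgeR). The calls of CTHT_0004880 and CTHT_0017880 in glucose were each kept in 2 of the 6 fits that left out 1 library. They were lost without reference replicate 1, reference replicate 3, glucose replicate 2 or glucose replicate 3, with the lowest values without reference replicate 3, at 1.78 (adjusted p = 0.100, edgeR) and 1.18 (adjusted p = 0.103, edgeR). In the second reference library CTHT_0004880 reached 3733 CPM. Without that library its change was 3.33 in glucose and 2.63 in xylose (adjusted p = 0.00177 in xylose, edgeR), and that of CTHT_0017880 in glucose was 2.18. The change of CTHT_0004880 in xylose was lowest without xylose replicate 2, at 1.06. Adjusted over the list alone, 3 genes were DEGs in glucose and 2 in xylose, the same counts as over all genes tested.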

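In the reference, where no sugar was given, the glycolytic genes had 1780 ± 1696 (CTHT_0004880), 214 ± 146 (CTHT_0017880) and 46.6 ± 20.0 CPM (CTHT_0014530; SD, n = 3 libraries). In glucose they had 8012 ± 1899, 582 ± 155 and 174 ± 14.9 CPM, and in xylose 5291 ± 2997, 886 ± 313 and 156 ± 35.1 CPM. The D-xylose reductase gene CTHT_0056950 had 9.62 ± 4.34 CPM in the reference, 165 ± 24.1 in glucose and 1638 ± 428 in xylose. The xylulose kinase gene CTHT_0022560 had 55.4 ± 13.2, 40.4 ± 6.88 and 422 ± 133 CPM in the same order. From glycolytic genes that were not differentially transcribed and genes for xylose use that rose in xylose or fell in glucose, the paper concludes that the genes needed to live on glucose were expressed constitutively and those needed to mobilize and catabolize xylose were activated by xylose.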

To independently confirm the observed changes in the transcript levels based on our transcriptome-wide analysis, we performed qRT-PCR using TaqMan probes for selected genes involved in xylose metabolism. These genes included a putative cellulose-binding protein (CTHT_0003950), a β-1,4-xylosidase (CTHT_0011440), and the xylitol dehydrogenase gene (CTHT_0073860) next to a noncoding transcript (CTHT_0011270), which was induced most strongly in the glucose conditions. 

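The transcript CTHT_0011270, which the annotation used here (assembly CTHT_3.0) lists as protein-coding, had 21.9 ± 9.59 CPM in the reference, 139 ± 52.0 in glucose and 2.66 ± 1.10 in xylose (SD, n = 3 libraries). Its log2-fold change was 2.67 in glucose (standard error 0.44, adjusted p = 0.000769 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -3.04 in xylose (standard error 0.45, adjusted p = 0.000164, edgeR) and -5.70 from glucose to xylose (standard error 0.51, adjusted p = 4.54e-05, edgeR). By the size of the change it ranked 212 among the genes that rose in glucose relative to the reference and 5 among those higher in glucose than in xylose. Among the 50 genes of Suppl. Data 2 its change from glucose to xylose was the largest decrease, followed by that of CTHT_0021110, with -5.62. CTHT_0003950, the putative cellulose-binding protein (CBP), had 4.26 ± 0.717 CPM in the reference, 0.593 ± 0.225 in glucose and 18.2 ± 14.2 in xylose (SD, n = 3). Its log2-fold change was -2.87 in glucose (standard error 0.54, adjusted p = 0.00157, edgeR), 2.09 in xylose (standard error 0.50, adjusted p = 0.00320, edgeR) and 4.97 from glucose to xylose (standard error 0.58, adjusted p = 9.09e-05, edgeR). Without xylose replicate 2 the change from the reference in xylose was 1.25 (adjusted p = 0.00961, edgeR).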

For these four targets, the qRT-PCR analysis revealed highly similar transcriptomic dynamics, as determined by Illumina deep sequencing (Fig. 2e and Suppl. Data). Thus, we concluded that promoters from these genes were bona fide candidates for establishing a sugar-inducible gene expression system.

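The values given by the paper in Suppl. Data 4 are means of 2 biological replicates, normalized to the transcript of rpb2, and were set beside the log2-fold changes of the read counts. In all 12 comparisons of the 4 targets, the qRT-PCR value and the sequencing value had the same sign. The values between xylose and glucose follow from those relative to the reference, so their signs add no separate evidence. For XYL, the log2-fold change by qRT-PCR that the paper reports was 2.47 ± 0.14 (SD, n = 2) in xylose relative to the reference, which is -2.23 from the sequencing value. For CBP, the paper's value in that comparison was 0.76 ± 0.45 and the difference -1.34. For XDH the paper's value was 0.93 ± 1.19, with a difference of -0.47, and for CTHT_0011270 it was -3.31 ± 0.81, with a difference of -0.27. The mean difference over the 4 targets in this comparison was -1.08. In glucose relative to the reference the differences went both ways, with -0.79 for XYL, 0.86 for XDH, 0.36 for CBP and -0.20 for CTHT_0011270. Between xylose and glucose they were -1.44, -1.34, -1.70 and -0.07 in the same order. The normalizer rpb2 (CTHT_0045510) had a log2-fold change of 0.68 in xylose relative to the reference in the read counts (standard error 0.23). Between xylose and glucose it had 0.76 (standard error 0.23).

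**Figure D3:**
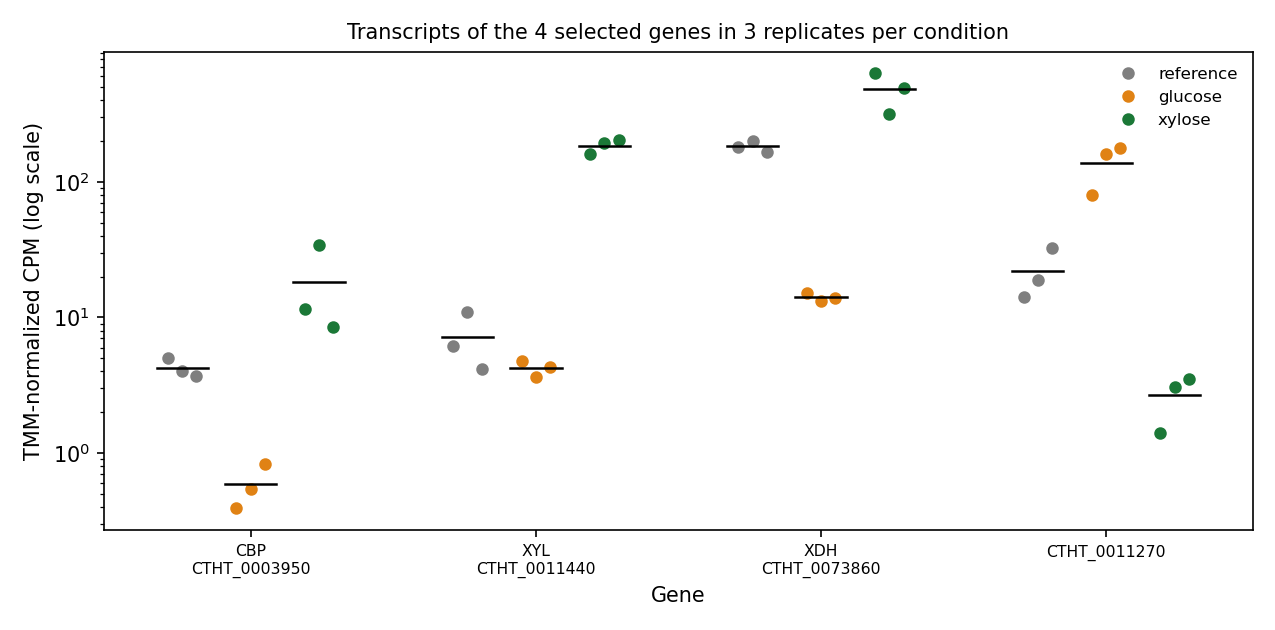
TMM-normalized CPM (log axis) of the 4 genes measured by qRT-PCR in the reference, glucose and xylose. Each point is 1 of 3 libraries and each line is their mean.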

### Characterization of sugar-regulated promoters in YFP-reporter strains

Having identified sugar-regulated genes in the genome of *C. thermophilum*, we tested various 5’ regions upstream of those genes for generating a regulatable gene expression system. In order to identify a strong and tightly controlling promoter, we selected promoters from genes with various transcription strengths according to the measured transcripts (Fig. 3a, b). 

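Ranked by mean CPM among the 7785 genes of the table, where 100 is the highest, the CBP gene lay at the 15.6 percentile in glucose (SD 1.15 between the 3 libraries) and at 42.6 in xylose (SD 15.0). Its percentile in xylose rested on 1 library and was 32.8 without xylose replicate 2. The XYL gene lay at 25.5 in glucose (SD 1.33) and at 90.7 in xylose (SD 0.199). The XDH gene lay at 42.1 in glucose (SD 1.37) and at 96.3 in xylose (SD 1.77). In the reference the percentiles were 24.7 for CBP, 30.8 for XYL and 90.0 for XDH. The order of the 3 genes in xylose held in each library, since the lowest percentile of XDH was 94.2, those of XYL ranged from 90.5 to 90.9 and the highest of CBP was 59.0. Ranking only the 6904 genes tested moved the percentile of CBP in glucose most, to 4.87. CPM does not correct for the length of a gene.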

As a method for measuring promoter activities, we sought to connect these promoters to a gene coding for a fast-folding thermostable YFP (ffts-YFP). Importantly, this YFP gene was codon-optimized and the thermostability of the encoded protein was increased by introducing the mutations reported previously [41]. With this reporter system, it was possible to quantify gene expression levels by immunoblotting using an α-GFP antibody, and by measuring fluorescence intensities in the YFP channel using fluorescence microscopy. To clone these promoters, we retrieved the 1.5 kbp DNA fragments spanning the 5’ upstream regions of three xylose-regulated genes in which we expected the regulated promoter region to reside. Those genes encode a cellulose-binding protein (*CBP*) and xylitol dehydrogenase (*XDH*), and the third was a β-1,4-xylosidase-like gene (*XYL*). Accordingly, we denoted the promotor region *P*_*CBP*_, *P*_*XDH*_ and *P*_*XYL*_, respectively. Because the stability of a protein is reported to depend on the most N-terminal residue [42, 43], in the YFP-reporter construct we also included the first two translated codons of the native gene in the respective promoter-carrying region (ATG + NNN) (Fig. 3c). Furthermore, we flanked the promoter-YFP fusions with upstream and downstream terminators to block potential transcriptional background activity from the genomic locus into which the reporter plasmids randomly integrate upon transformation (see the Materials and Methods). The three promoter-carrying reporter constructs were transformed into *C. thermophilum* protoplasts and several independent terbinafine-resistant colonies were selected. To verify YFP expression, the individual transformants were grown on inductive xylose medium and those clones showing strong YFP signals in the immunoblot and fluorescent mycelia during live-cell imaging were selected for further analysis. As a mock control, we generated a *C. thermophilum* strain in which a short DNA spacer sequence was inserted upstream of the YFP gene instead of the cloned promoter region. Owing to the lack of detectable expression, the genotype of this control strain was validated by PCR analysis on gDNA extracted from the transformants (Suppl. Figure 3, 6).

**Fig. 3:**
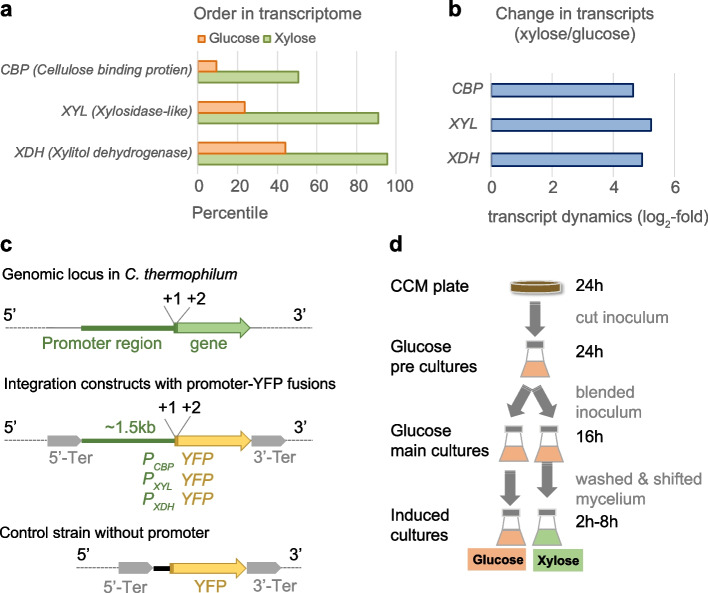
Experimental characterization of xylose inducible promoters in YFP-reporter strains. **a** Relative ranking of transcript abundancies of selected genes in the genome when mycelia were grown in glucose- (orange) or xylose- (green) containing medium. **b** Absolute transcript dynamics as log_2_-fold changes comparing selected genes after the fungal mycelium was incubated in glucose or xylose supplemented media. **c** Architecture of YFP-reporter strains to test xylose-inducible promoter sequences. Promoter regions (shown in green) of the cellulose binding protein (*P*_*CBP*_), β-1,4-xylosidase-like gene (*P*_*XYL*_) and xylitol-dehydrogenase (*P*_*XDH*_), respectively, were cloned as transcriptional fusions upstream of a thermostable YFP reporter gene depicted in yellow. The promotors and the reporter gene, were flanked up- and downstream by a transcription terminator sequence (grey). A control strain was generated, which carried a short oligonucleotide spacer upstream of the YFP gene instead of a promoter region. **d** Experimental workflow of the induction assay. Reporter strains were cultivated in glucose-containing medium to build biomass under repressive conditions, washed and subsequently grown for further 8 h in either fresh glucose-containing medium (glucose) or xylose-containing medium (xylose). Immunoblotting and fluorescence microscopy was performed to monitor YFP expression under the control of the various promoters

To verify the regulative function of the 5´ promoter region, we evaluated the reporter strains in an induction assay in which we could monitor promoter tightness in repressive glucose-containing medium and induction strength in xylose-containing medium (Fig. 3d). The expressed YFP was measured by immunoblotting before xylose induction and in a time series up to 8 h after induction. Furthermore, protein expression was monitored in vivo by fluorescence microscopy for 6 and 8 h upon induction (Fig. 4). The control strain lacking a promoter upstream of the YFP gene showed no detectable YFP by either immunoblotting or fluorescence microscopy. The *CBP* promoter (P_*CBP*_)-carrying reporter strain, which was predicted to show the weakest induction activity of our selected promoters, did not show any YFP expression in the presence of glucose. By contrast, exposure to xylose-containing medium resulted in a weak but significant YFP immunoblot signal, even at the first time point (2 h induction). However, *in vivo*, a YFP fluorescence signal was barely detectable under glucose- and xylose-grown conditions (Fig. 4a and Suppl. Figure 7). A significantly improved induction rate was observed for the *XYL* promotor (P_*XYL*_). Using exposure times fivefold shorter than that given to the P_*CBP*_-carrying reporter strain, we observed no signal in the immunoblot analysis in samples that originated from glucose-grown cells, but a strongly elevated signal after only 2 h of xylose induction (Fig. 4b). These observations were in agreement with the YFP fluorescence detected, if a YFP exposure time identical to that used for the *P*_*CBP*_ strain was applied. Only an extremely low signal was detected in cells grown in the glucose-containing medium, whereas the xylose-induced cells showed abundant YFP expression under the control of *P*_*XYL*_. This stringent regulation on the protein level was also supported by affinity purification of the YFP by GFP-Trap: a significant yield of pure YFP was detected on Coomassie-stained SDS-PAGE gels exclusively after xylose induction (Suppl. Figure 4, 9). Hence, we concluded that P_*XYL*_ is effectively repressed in the presence of glucose and specifically induced in a xylose-containing medium, allowing the regulated expression of proteins of interest. 

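Among the genes whose promoters were tested, XDH (CTHT_0073860) had 482 ± 157 CPM in xylose, 14.1 ± 0.933 CPM in glucose and 183 ± 16.3 CPM in the reference without sugar (SD, n = 3 libraries each). In raw reads, this was between 14707 and 35834 per library in xylose, between 383 and 804 in glucose and between 7008 and 9324 in the reference.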

Finally, we analyzed the *XDH* promoter (P_*XDH*_) in our reporter system; this was the strongest promoter in vivo according to our transcriptome analysis (Fig. 3a). In order to assess expression under the control of P_*XDH*_, we had to further shorten the exposure times to detect a sufficiently strong YFP signal by immunoblotting. For consistency, we cut the exposure time in fluorescence microscopy by about 90% compared to the *P*_*CBP*_ and P_*XYL*_ activity measurements. By using such short exposure times, a moderate YFP signal was detected by immunoblotting and fluorescence microscopy in samples that were harvested from cultures grown in glucose. The detected YFP was then significantly enriched once mycelia were incubated in xylose supplemented medium for 2 h and longer (Fig. 4c and Suppl. Figure S7). In order to compare the protein expression levels promoted by P_*XDH*_ and P_*XYL*_, we sequentially diluted protein samples of the P_*XDH*_ strain and analyzed them by immunoblotting alongside samples isolated from the P_*XYL*_ strain (Suppl. Figure 5 and Suppl. Figure 10). The result indicated that P_*XDH*_ samples that were diluted by a factor of 8 had a similar signal intensity than undiluted P_*XYL*_ samples. Consistent with that, we obtained a similar fluorescence signal for *P*_*XDH*_-YFP-carrying cells with a tenfold shorter induction time used for the *in vivo* microscopy. Since we detected YFP exclusively for the various promoter-carrying reporter strains but not in the control strain, we concluded that the amount of YFP can be correlated with the respective promoter activities. Taken together, our molecular analysis revealed that P_*XYL*_ is highly suitable for stringently controlling the expression of proteins, whereas P_*XDH*_ might be preferred for stronger overexpressions.

**Fig. 4:**
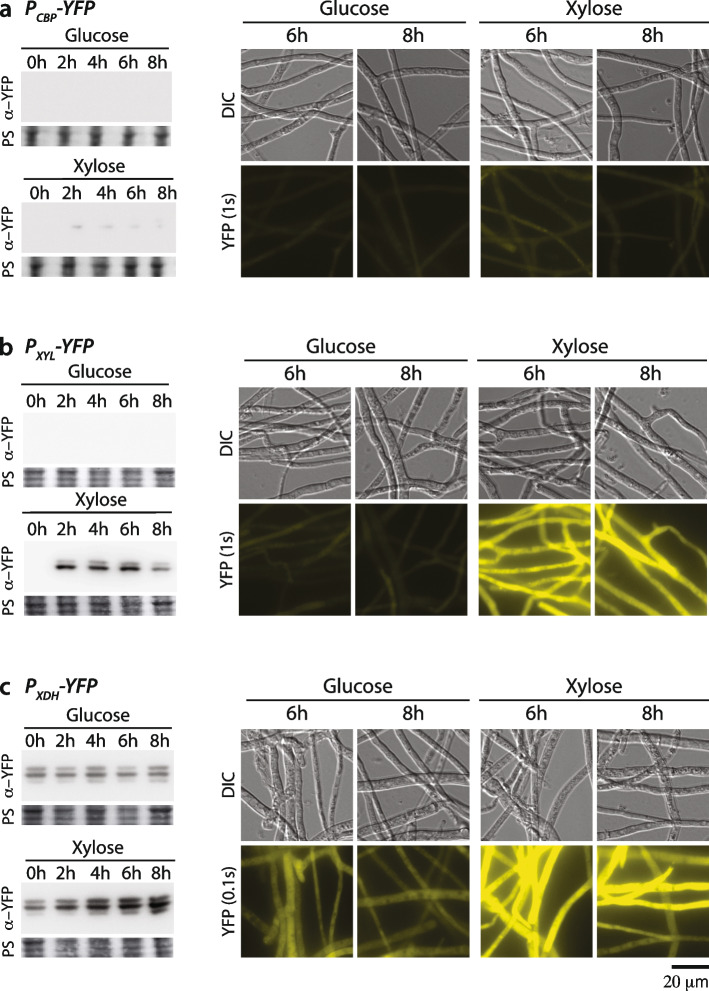
Characterization of carbon-regulated promoters in YFP-reporter strains. Promoter regions from selected glucose-repressed and xylose-activated genes were characterized in YFP-reporter strains. The promoter-YFP-expressing reporter strains were subjected to the induction assay shown in Fig. 2. In essence, reporter strains were grown in glucose-containing medium for 16 h and subsequently shifted to glucose-containing or xylose-containing medium for up to 8 h. Samples were taken before medium exchange (0 h) and at the indicated time points after medium exchange for fluorescence microscopy and immunoblotting against the YFP. YFP expression is shown for P_*CBP*_ (**a**), P_*XYL*_ (**b**) and P_*XDH*_ (**c**). Because no antibody is available for normalization purposes, we loaded equal amounts of protein, as shown by ponceau S (PS) staining. Note that lysates from cultures grown in glucose and xylose were analysed on the same membrane. Exposure times for the Western blot had to be adjusted according to the level of expression of the respective promoter, as follows: P_*CBP*_ (5 min), P_*XYL*_ (1 s)_,_ P_*XDH*_ (10 s). Exposure times were identical for Glu- and Xyl-derived samples. Unprocessed blots/gels are presented in Supplementary Fig. 7

### The P_XDH_ regulates a dominant-negative mutant mapping into ribosome biogenesis

In order to test whether our xylose-inducible promoters are suitable genetic tools for characterizing protein function *in vivo* within *C. thermophilum*, we sought to express a dominant-negative mutant in a regulated manner. Thus, we chose the ribosome biogenesis factor Rsa4, for which a dominant lethal mutant (*rsa4 E114D*) has been described in *S. cerevisiae* [44]. Moreover, structural characterization has shown *sc*Rsa4 to be highly homologous to *ct*Rsa4 [13]. Regulated expression of the *rsa4 E114D* mutant under the control of *P*_*GAL1*_ in yeast elicits a strong growth defect and 60S subunit export arrest in the nucleoplasm upon induction in galactose medium [45]. By contrast, yeast cells grow without restriction in a repressing glucose-based medium. In order to challenge our strongly xylose-inducible *P*_*XDH*_, we created a plasmid coding for a *ctrsa*4 E117D mutant under the control of *P*_*XDH*_ and followed protein induction in the strongest-expressing transformant. As a control, we generated the analogous strain with a *ctRSA4* wildtype allele. To monitor such a dominant-negative 60S export defect as described in yeast studies [45, 46], we created an analogous *C. thermophilum* reporter strain expressing the ribosomal protein Rpl25 fused to ffts-YFP (Fig. 5a). Rpl25-YFP was constitutively expressed under control of the 1.5-kb-spanning 5’ region of *RPL25* and transformed into the respective Rsa4 recipient *C. thermophilum* strains expressing the *ctRSA4* wildtype or the *ctrsa4 E117D* mutant under the control of the *P*_*XDH*_ promotor (Table 2). The resulting strains were subsequently analyzed after inducing for 4 h, the same time after which Rsa4 variants under the control of *P*_*XDH*_ showed strong expression, as demonstrated for pA-Rsa4 E117D (Fig. 5b and Related file 3). Live-cell imaging using the wildtype *RSA4* allele or the *rsa4 E117D* mutant in repressive (glucose containing) medium revealed the subcellular localization of Rpl25-YFP to be the nucleolus and the cytoplasm. By contrast, upon induction of *rsa4 E117D* in the presence of xylose for 4 h, Rpl25-YFP accumulated in the nucleoplasm. This is where Rpl25 joins the maturing 60S subunit, which cannot be efficiently exported into the cytosol (Fig. 5c) caused by the expression of the Rsa4 E117D mutant.

**Fig. 5:**
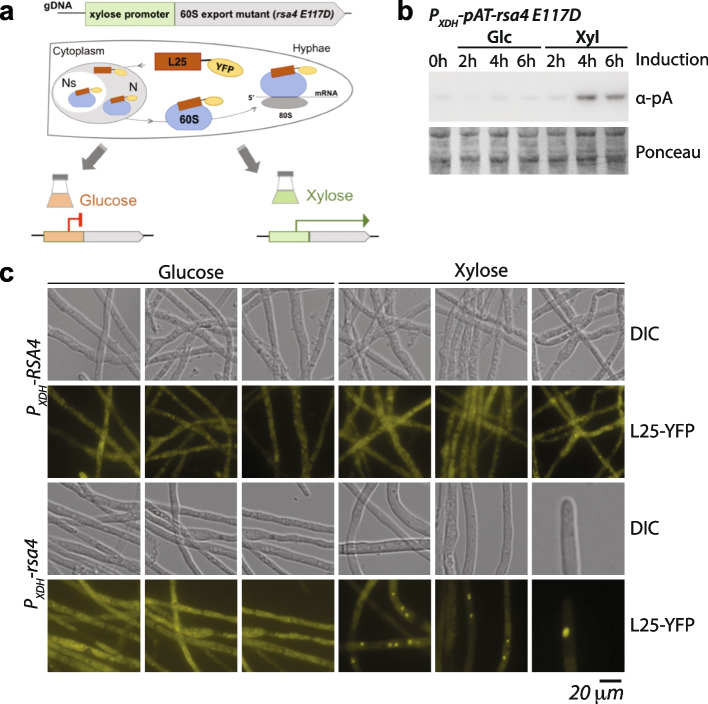
The xylose-inducible P_XDH_ promoter controls a dominant-negative mutant eliciting a 60S export defect. **a** Cartoon showing the reporter assay for monitoring an inducible localization defect of the large 60S subunit using L25-YFP. We constitutively expressed L25-YFP using the hph1 selection marker and introduced additional plasmids that allow overexpressing of the ribosome biogenesis factor pA-Rsa4 (P_XDH_-RSA4) or the mutated protein pA-rsa4 E117D (P_XDH_-rsa4) under the control of P_*XDH*_, using the erg1 selection marker. Based on the rsa4 E117D mutant from yeast, a dominant-negative growth phenotype and the accumulation of L25-YFP in the nucleoplasm is expected upon induction of the mutant protein. **b** Immunoblotting shows the controlled expression of pA-rsa4 E117D on xylose-containing medium at the indicated time points. The uncropped blot is shown in Related file 3. **c** L25-YFP localization in RSA4- and rsa4 E117D-expressing strains under the control of P_*XDH*_. L25-YFP strains expressing pA-RSA4 (*RSA4*) or pA-RSA4 E117D (*rsa4*) under the control of *P*_*XDH*_ were grown for 16 h in glucose-containing medium and then shifted to fresh glucose- or xylose-containing medium for another 4 h. Images were acquired in the DIC and YFP channels. Unprocessed blots/gels are presented in Supplementary Fig. 8

**Table 2:** Strains used in this study

Name	Genotype	Purpose
*P*_*CBP*_*-YFP*	*P*_*CBP*_*-YFP, erg1*	YFP expression under control of *P*_*CBP*_
*P*_*XYL*_*-YFP*	*P*_*XYL*_*-YFP, erg1*	YFP expression under control of *P*_*XYL*_
*P*_*XDH*_*-YFP*	*P*_*XDH*_*-YFP, erg1*	YFP expression under control of *P*_*XDH*_
*Control*	*Linker-YFP, erg1*	Testing specificity of the reporter construct
*P*_*XDH*_*-pA-RSA4*	*P*_*XDH*_*-pA-RSA4. erg1*	Rsa4 wt expression under control of *P*_*XDH*_
*P*_*XDH*_*-pA-rsa4 E117D*	*P*_*XDH*_*-pA-rsa4 E117D, erg1*	Rsa4 E117D expression under control of *P*_*XDH*_
*P*_*XDH*_*-pA-RSA4*	*P*_*RPL25*_*-RPL25-YFP, hph1* + *P*_*XDH*_*-pA-RSA4. erg1*	RpL25-YFP localization in inducible wildtype Rsa4 background
*P*_*XDH*_*-pA-rsa4 E117D*	*P*_*RPL25*_*-RPL25-YFP, hph1* + *P*_*XDH*_*-pA-rsa4 E117D, erg1*	RpL25-YFP localization in inducible mutant Rsa4 E117D background

Thus, we obtained the first evidence that P_*XDH*_ is suitable for regulating the expression of a dominant-negative mutant. Future studies might further exploit the promoters presented here as powerful genetic tools for manipulating thermophiles for research or industrial purposes.

## Discussion

In this study, we identify and characterize endogenous sugar-regulated promoters for *C. thermophilum*, as regulated protein expression is a versatile tool in model organisms. However, inducible promoter systems have not yet been established for this thermophilic eukaryote, even though it continues to be exploited for fundamental research and industrial applications [23, 42, 43]. Owing to its tolerance to high temperatures—growth being optimal at around 50 °C—it is somewhat unsuited to applying heterologous regulatable promoters that are commonly utilized in related mesophilic organisms [32–34]. Either proteins (e.g. transcription factors) have to be adapted to increase their thermostability, as was the case for our thermostable YFP reporter, or workflows have to be modified (e.g. the stable expression of heterologous resistance markers such as hygromycin B is only possible at lower growth temperatures) [15]. To circumvent this problem, we set out to identify endogenous promoters within the *C. thermophilum* genome by conducting an extensive transcriptomic analysis. A further advantage of using the carbon source to induce regulated gene expression is that it is an inexpensive and nonhazardous strategy for regulating protein expression in *C. thermophilum*.

Our transcriptomic analysis revealed that a multitude of genes involved in xylose metabolism are upregulated in *C. thermophilum* cultured in medium containing xylose as the sole carbon source. This result is in good agreement with our expectations, as these genes are known to be required for carbon and energy acquisition [44, 47]. Subsequent molecular characterization of the DEGs indicated that *P*_*XYL*_ and *P*_*XDH*_ are the most strictly regulated promoters that adopt glucose or xylose as repressing and/or inducing molecules. The major difference between the two appeared to be the approximately tenfold higher basal activity of the *P*_*XDH*_*.* Thus, *P*_*XDH*_ is beneficial if a high expression level is required and a certain level of leakiness is tolerable. For other experiments in which small amounts of expressed proteins are investigated [48], the *P*_*XYL*_ could serve as a strictly glucose-repressed and xylose-activated promoter. However, at this level of characterization we cannot rule out that the protein expression is also (partially) influenced by post-transcriptional or translational effects. The xylose-activatable promoters investigated here, are coupled to quick activation responses, reflected in the protein levels within the first two hours after induction. This remarkably fast onset of protein expression lessens the risk of undesired pleiotropic effects due to prolonged expression of mutant genes. As a proof of principle, we controlled the expression of the dominant-negative ribosome biogenesis mutant *rsa4 E117D* in *C. thermophilum*. Here, we chose to control the mutated allele with the *XDH* promotor, as ribosome biogenesis factors in general show overall high levels of expression, as our transcriptomic data set confirmed. Indeed, the expression of Rsa4 E117D was subject to a significant 60S ribosome export defect, whereas no defect was detected under repressed conditions. In our setup, the transformation cassette is randomly integrated into the genome of *C. thermophilum*. Thus, the number of integrations and the genomic locus of integration might influence the measured expression level of the target genes. However, to better control this issue, future studies could use a recently described strain of *C. thermophilum* that has been genetically modified to enable site-specific integration of DNA by homologous recombination [49]. Using homologous recombination-directed in-locus integration of the conditional promoters identified here would eliminate the aforementioned issues concerning potential genetic variance within transformants. Importantly, combining both methods would allow the function of uncharacterized or essential genes to be investigated. Furthermore, the replacement of an endogenous promoter by a sugar-regulated promoter might enable the phenotype resulting from these genes to be studied under depleted conditions, as was successfully performed in *N. crassa* using the copper-inducible promoter *P*_*tcu*_-1 [31].

We expect that our molecular characterization of xylose-regulated promotors will stimulate further enhancements of regulatable protein expression in *C. thermophilum*. By contributing the first regulatable promoters to the study of this thermophilic fungus, we have expanded the genetic tool set that equips us to further exploit the valued properties of *C. thermophilum.*

## Materials and methods

### Strain generation

The wildtype strain *Chaetomium thermophilum var. thermophilum* [9] DSMZ 1495 was used. Genetically modified *C. thermophilum* strains were generated by random integration of DNA constructs as previously described [15, 25]. The strains used in this study are listed in Table 2.

### Cultivation media

The traditionally used CCM, consisting of 0.5 g NaCl, 0.65 g K_2_HPO_4_∙3H_2_O, 0.5 g MgSO_4_∙7H_2_O, 0.01 g Fe(III) SO_4_ hydrate, 5 g tryptone, 1 g peptone, 1 g yeast extract, 3 g sucrose, and 15 g dextrin (potato) per liter (pH 7.0), was used to recover *C. thermophilum* strains from preserved spores. A minimal medium, that is, the CCM with the nutrients sucrose, dextrin and tryptone omitted, was also prepared, which we termed SPY since it contained only the salts, peptone and yeast extract in the same quantities per liter (pH 7.0) as the CCM. For solid media, agar (20 g per liter) was added. Glucose- and xylose-supplemented media contained 1% (w/v) D-glucose and D-xylose, respectively.

### DNA procedures

Plasmids were generated by restriction cloning, as described by Sambrook et al. [50]. *E. coli* DH5α was used for plasmid amplification using standard procedures. Genomic DNA from *C. thermophilum* was isolated by phenol–chloroform extraction according to Al-Samarrai and Schmid [51]. The sequences of oligonucleotides used for PCR reactions are listed in Table 3.

**Table 3:** Oligonucleotides used in this study

Name	Oligonucleotide (5’–3’)	Purpose
NdeI-YFP-fw	GCCCATATGCGCAAGGGCGAGGAGCTTTTC	Thermostable YFP
FseI-YFP-rv	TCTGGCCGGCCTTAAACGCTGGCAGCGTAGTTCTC	
Ter-4700-XbaI-f	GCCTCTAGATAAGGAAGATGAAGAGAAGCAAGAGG	5’ terminator
Ter-4700-MCS-r	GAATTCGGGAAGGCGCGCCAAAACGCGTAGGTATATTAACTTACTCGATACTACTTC	
Pct_0003950-fw	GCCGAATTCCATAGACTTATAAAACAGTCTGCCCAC	P_CBP_
Pct_0003950-rv	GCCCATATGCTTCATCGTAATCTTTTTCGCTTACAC	
Pct_0011440-fw	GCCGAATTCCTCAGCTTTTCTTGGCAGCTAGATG	P_XYL_
NotI-FseI-YFP-rv	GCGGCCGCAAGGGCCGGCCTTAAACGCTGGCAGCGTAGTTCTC	
Pct_0073860-fw	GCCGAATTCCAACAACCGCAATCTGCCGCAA	*P*_*XDH*_
Pct_0073860-fw	CAACAACCGCAATCTGCCGCAA	
no_promoter_fw	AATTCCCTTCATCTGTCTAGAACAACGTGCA	Control linker
no_promoter_rv	TATGCACGTTGTTCTAGACAGATGAAGGG	
EcoRI-pAT-fw	GCCGAATTCATGGCAGGCCTTGCGCAACAC	pAT-tag
Nde-pAT-rv	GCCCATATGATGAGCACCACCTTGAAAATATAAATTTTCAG	
NdeI-RSA4-f	GCCCATATGGCTACATTAGCCCCTCCACC	RSA4/rsa4 E117D
NotI-RSA4-Stop-r	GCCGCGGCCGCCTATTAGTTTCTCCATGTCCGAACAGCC	
5'UR_RpL25-EcoRI-fw	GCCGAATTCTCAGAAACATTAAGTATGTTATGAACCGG	*P*_*RPL25*_*-RPL25-YFP*
L25-linker-nostop-NdeI-rv	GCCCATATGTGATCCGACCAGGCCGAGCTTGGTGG	

The generated plasmids that were transformed in *C. thermophilum* are listed in Table 4.

**Table 4:** Plasmids used in this study

Plasmid	Genotype	Selection marker
pSR31	pRSF_Ter-P_CBP_-YFP-Ter	*erg1*
pSR32	pRSF_Ter-P_XYL_-YFP-Ter	*erg1*
pSR35	pRSF_Ter-P_XDH_-YFP-Ter	*erg1*
pSR41	pRSF_Ter- linker-YFP-Ter	*erg1*
pSR72	pRSF_Ter-P_RPL25_-RPL25-YFP	*hph1*
pSR99	pBS_P_XDH_-pAT-RSA4	*erg1*
pSR100	pBS_P_XDH_-pAT-RSA4_E117D	*erg1*

### Extraction of total RNA from C. thermophilum

Total RNA was isolated from *C. thermophilum* cultures using the SV Total RNA extraction kit (Promega) according to the manufacturer's instructions. Mycelium was grown for 20 h on a CCM plate, harvested, cut into small pieces, and transferred to 100 ml of glucose-containing medium in a 250 ml baffled flask. The cultures were incubated at 50 °C at 100 rpm for 18 h and subsequently homogenized at 6000 rpm for 2 min using a GM200 blender (Retsch, Haan, Germany). Two milliliters of homogenized *C. thermophilum* cultures were transferred to carbon-deficient SPY medium and grown for another 42 h. Then, RNA was extracted in triplicate from mycelium that was propagated in SPY medium and 6 h after subsequent growth in glucose- and xylose-containing media. In brief, cultures were harvested by sieving, thoroughly washed with 500 ml water (approx. 50 °C) and ground to a fine powder in a liquid-nitrogen-cooled mortar. Approximately 100 mg of cell powder was resuspended in 600 μl of lysis buffer, to which 1200 μl of dilution buffer was added. Samples were further processed according to the manufacturer's instructions.

### Induction assay for monitoring YFP expression in promoter-YFP-reporter strains

*C. *thermophilum var. *thermophilum* mycelium (DMSZ 1495) was activated from spores and propagated on CCM agarose plates as described previously [25]. Mycelia were grown for 20 h on CCM agar plates, scraped from the plates and cut into small pieces as inoculum for liquid pre-cultures which were then propagated for 24 h in baffled flasks containing 600 ml of glucose medium at 50 °C with agitation at 95 rpm. The cultures were grown overnight then shredded at 6000 rpm for 2 min in a GM200 blender (Retsch, Haan, Germany) and 70 ml of homogenized mycelia was used to grow 2 l of main cultures for 16 h in glucose-containing medium. The mycelia were then strained through a metal sieve (ISO 3310–1, pore size 100 µm), washed thoroughly with hot water (approx. 50 °C), and shifted to 2 l of preheated glucose- or xylose-containing medium for further cultivation for up to 8 h.

### Western blotting

Fifty ml of submerged *C. thermophilum* cultures were collected from liquid cultures, harvested with a metal sieve, dried, and immediately frozen at − 20 °C until the whole cell lysates were prepared. Frozen mycelium was resuspended in 800 µl NB-HEPES lysis buffer [20 mM HEPES, pH 7.5, 150 mM NaCl, 50 mM KOAc, 2 mM Mg(OAc)_2_, 1 mM dithiothreitol, 5% glycerol (v/v), 0.1% NP40 (v/v), 40 µl/ml SIGMAFAST protease inhibitor cocktail (Sigma–Aldrich)], and mechanically lysed with 500 µl of zirconia beads (0.5 mm diameter, Carl Roth, Karlsruhe, Germany) in a Precellys 24 homogenizer (Bertin Instruments, Montigny-le-Bretonneux, France) in four runs at 5,000 rpm, 2 × 20 s at 4 °C. Lysates were cleared by centrifugation at 14,000 rpm at 4 °C for 25 min. The protein concentration was determined using *A*_280_ measurements with a NanoDrop 2000 spectrophotometer (Thermo Scientific, Waltham, MA), and normalized to equal total protein concentrations of 10 µg/µl in SDS loading buffer. Ponceau S solution was used to check for equal protein transfer on the membrane (Serva, Heidelberg, Germany). For anti-YFP-directed immunoblotting, a mouse anti-GFP antibody was used (1:3000, 1,181,446,001, Roche) followed by HRP-conjugated goat anti-mouse-IgG antibodies (1:3000, 170–6516, BioRad). For immunoblotting of pA-tagged proteins, anti-pA-HRP-conjugated antibodies (1:3000, P1291, Merck) were used. To image the expressed YFP, an ImageQuant LAS 4000 mini biomolecular imager (GE Healthcare, Chicago, IL) was used.

### Microscopy

To observe YFP expression and localization in YFP-reporter strains, 50 ml of submerged *C. thermophilum* cultures were harvested, washed thoroughly in hot water (50 °C) and resuspended in an equal volume of hot water (50 °C). After homogenization of the culture with a sterile hand blender for 45 s, a sample was applied to an agarose pad (1% agarose in 50 mM Tris–EDTA, pH 8) and inspected with a Zeiss Axio Imager Z1 (Zeiss, Oberkochen, Germany) equipped with a 63 × NA 1.4 Plan-Apochromat oil-immersion objective lens.

### GFP*-*Trap^*©*^

For affinity purification of the YFP protein from *C. thermophilum*, a strain expressing the YFP reporter under the control of the xylose-inducible *P*_*XYL*_ was cultivated in 750 ml of CCM and subjected to the induction assay as described above. The mycelium was harvested 6 h after the medium shift, lysed in a cryogenic cell mill (MM400, Retsch, Germany) and YFP was purified from the cleared supernatants using anti-GFP-coated agarose beads (GFP-Trap; Chromotek, Munich, Germany) according to the manufacturer’s instructions.

### qRT*-*PCR

Extracted total RNA from *C. thermophilum* was used for complementary DNA (cDNA) synthesis. Reverse transcription was performed using the Maxima First Strand cDNA Synthesis Kit for RT-qPCR (Thermo Scientific) following the manufacturer’s instructions. The DNA sequences of the target genes and the *rbp2* normalizer gene were obtained from the *C. thermophilum* Genome Resource [40]. For qRT-PCR, TaqMan probes were designed with help of the Universal ProbeLibrary (UPL) Assay Design Center (Roche). The TaqMan pRT-PCR kit (Thermofisher) was used according to the provider's instruction. All qRT-PCR reactions were measured in three technical and two biological replicates. For relative quantitation of transcript dynamics, the ΔΔCT quantitation method was applied according to Ref. [52]. The oligonucleotides and probes used for qRT-PCR are listed in Table 5.

**Table 5:** Oligonucleotides and probes used for qRT-PCR measurements

Gene	Description	Forward primer (5’–3’)	Reverse primer (5’–3’)	UPL probe
CTHT_0045510	Normalizer	atttgtacggcgaagacgat	cttgatcgtacgggcactc	15
CTHT_0011440	XYL	gaccacgcatcactccatc	cgcagtcgtgatggaaca	81
CTHT_0003950	CBP	gacaactactcgggcaccat	gatgcgcaacaggtagtcac	4
CTHT_0073860	XDH	gcatgggcaaggctgata	gccatagcggaaggaacc	60
CTHT_0011270	Noncoding	cctgctctcagatcgaaaaga	gcttgatctgcaagagtgga	71

### Illumina deep sequencing

Sequencing libraries were prepared using the NEBNext Ultra II Directional RNA Preparation Kit for Illumina with NEBNext PolyA Selection Module, and NEBNext Multiplex Oligos for Illumina. Library preparation and single-end sequencing was performed by the CellNetworks Deep Sequencing Core Facility (Heidelberg, Germany) on an Illumina NextSeq 500 platform.

### Analysis of sequencing data

Quality checking of raw reads was done using FastQC [53]. Reads were mapped to the C. thermophilum genome using Tophat2 [54] using a bowtie index created from the genome from Ensembl release 28. Mapping parameters were set to allow intron sizes between 40 and 5000 (-i 40 -I 5000), based on gap-checks of the corresponding reference genome file (.gtf). Differential expression analysis and visualisation were done using R [55]. The DESeq2 software package was used to perform differential expression analysis, using the three induction types as variables [56]. DESeq2 fits negative binomial generalized linear models for each gene and uses the Wald test for significance testing. The DESeq2 object was created from the mapped samples with summarizeOverlaps from the GenomicAlignments package, using the corresponding reference genome files (.gtf) file as the gene source [55–57]. Bar plots of the significantly changed genes were created using the ggplot2 package [58] and heatmaps of the changes were created using gplots package [59]. Analysis and visualization codes can be requested from G.S.

## Supplementary Information

**Additional file 1.** **Supplementary Figure 1**. Transcriptomic similarity among the various treated samples. The conformities among the three biological replicates that were analyzed by single end Illumina sequencing for the reference (R), the glucose (G) and xylose (X) treated cultures. The heatmap shows the Euclidean distance matrix (from dark blue for zero distance to white for large distance) for the nine sequencing samples after regularized logarithmic transformation. The dendrogram represents a hierarchical clustering.

**Additional file 2.** **Supplementary Figure 2. **Heat map of the 50 most significant changes between glucose- and xylose-treated samples. Each line represents one gene for which row-normalised values from regularized logarithm transformed data are shown in color visualizing weak (bright) and strong (blue) transcribed genes. Pie charts show the functional characterisations of the genes upregulated in each treatment. The individual gene-IDs and transcript dynamics are collected in Supplementary Data 2.

**Additional file 3.** **Supplementary Figure 3.** Genotype verification of the control reporter strain without promoter. The control strain was verified by diagnostic PCR on extracted gDNAs from the obtainedtransformants. The primer pairs (red arrow) were selected as such that theyanneal upstream of the spacer sequence and inside the YFP-gene, producing a 180 bp sized PCR product when the YFP-cassette is present in the genome. The reporter cassette carrying plasmid was used as positive control and gDNA from wildtype mycelia as negative control for the PCR. The representative clone 10 was used further in this study. The uncropped agarose gel is shown in Supplementary Figure 6.

**Additional file 4.** **Supplementary Figure 4. **Characterization of affinity-purified ffts-YFP protein under control of the P_XYL_ promotor. Before induction in xylose medium (0h) and six hours afterwards (6h), the expressed YFP-protein was affinity-purified, using anti-GFP coated agarose beads (GFP-Trap). The purified eluates are shown on a Coomassie stained SDS-gel. The bands were also analyzed by mass spectrometry. Whilst YFP_1 corresponds to the full length YFP protein, the variants YFP_2 and YFP_3 showed to be C-terminally truncated, resulting in accordingly lower molecular weight variants. The uncropped SDS-PAGE is shown in Supplementary Figure 9.

**Additional file 5.** **Supplementary Figure 5.**YFP-Induction strength comparison under control of the P_XDH_ and the P_XYL_. Promoter-YFP carrying reporter strains were grown for 16h in inductive xylose medium and whole cell lysates were subsequently analysed by immuno-blotting using an anti-YFP directed antibody. SDS samples from the P_XDH_ -YFP carrying reporter strain were subjected to a 2-fold dilutions series and blotted next to non-diluted SDS samples from a XYL-YFP carrying reporter strain. Equal amounts of protein inundiluted SDS-samples were loaded, as shown by Ponceau S staining. The 8-fold diluted SDS-samples from the P_XDH_ –YFP strain show similar YFP to undiluted SDS-samples from the P_XDH_ -YFP strain (bold). The uncropped membrane is presented in Supplementary Figure 10.

**Additional file 6.** **Supplementary Figure 6**. unprocessed data related to Supplementary Figure 3.

**Additional file 7.** **Supplementary Figure 7**. unprocessed data related to Figure 4.

**Additional file 8.** **Supplementary Figure 8**. unprocessed data related to Figure 5.

**Additional file 9.** **Supplementary Figure 9**. unprocessed data related to Supplementary Figure 4.

**Additional file 10.** **Supplementary Figure 10**. unprocessed data related to Supplementary Figure 5.

**Additional file 11.** **Supplementary Data 1**. All differentially expressed genesidentified by Illumina deepsequencing.

**Additional file 12.** **Supplementary Data 2**. Gene IDs of the 50 most significant changes between glucose- and xylose treated samples.

**Additional file 13.** **Supplementary Data 3**. Gene IDs of selected genes involved in lignocellulolytic and catabolic functions.

**Additional file 14.** **Supplementary Data 4.** qRT measurements of selected genes in comparison to Illumina sequencing.

## Data Availability

The RNA-seq and genome annotation data are deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE214043 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214043).

# Supplementary material for: Identification and characterization of sugar-regulated promoters in Chaetomium thermophilum
**Source:** BMC Biotechnol. 2023 Jul 8;23:19. doi: 10.1186/s12896-023-00791-9
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary Figure 1. Transcriptomic similarity among the various treated samples. The conformities among the three biological replicates that were analyzed by single end Illumina sequencing for the reference (R), the glucose (G) and xylose (X) treated cultures. The heatmap shows the Euclidean distance matrix (from dark blue for zero distance to white for large distance) for the nine sequencing samples after regularized logarithmic transformation. The dendrogram represents a hierarchical clustering.

Supplementary Figure 1

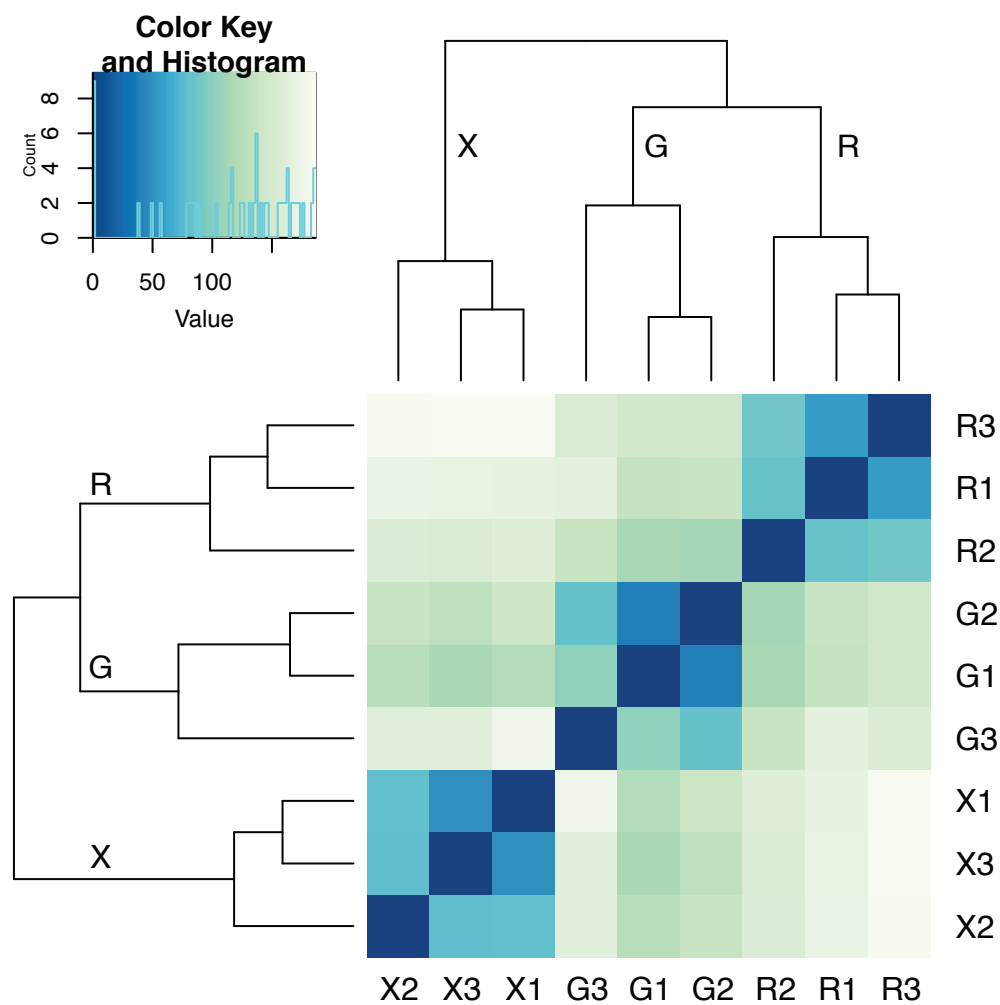

**Supplementary Figure 1:** Transcriptomic similarity among the various treated samples. The conformities among the three biological replicates that were analyzed by single end Illumina sequencing for the reference (R), the glucose (G) and xylose (X) treated cultures. The heat map shows the Euclidean distance matrix (from dark blue for zero distance to white for large distance) for the nine sequencing samples after regularized logarithmic transformation. The dendrogram represents a hierarchical clustering.

# Supplementary material for: Identification and characterization of sugar-regulated promoters in Chaetomium thermophilum
**Source:** BMC Biotechnol. 2023 Jul 8;23:19. doi: 10.1186/s12896-023-00791-9
**Supplement:** Supplementary file 2 — Additional file 2. Supplementary Figure 2. Heat map of the 50 most significant changes between glucose- and xylose-treated samples. Each line represents one gene for which row-normalised values from regularized logarithm transformed data are shown in color visualizing weak (bright) and strong (blue) transcribed genes. Pie charts show the functional characterisations of the genes upregulated in each treatment. The individual gene-IDs and transcript dynamics are collected in Supplementary Data 2.

## Supplementary Figure 2

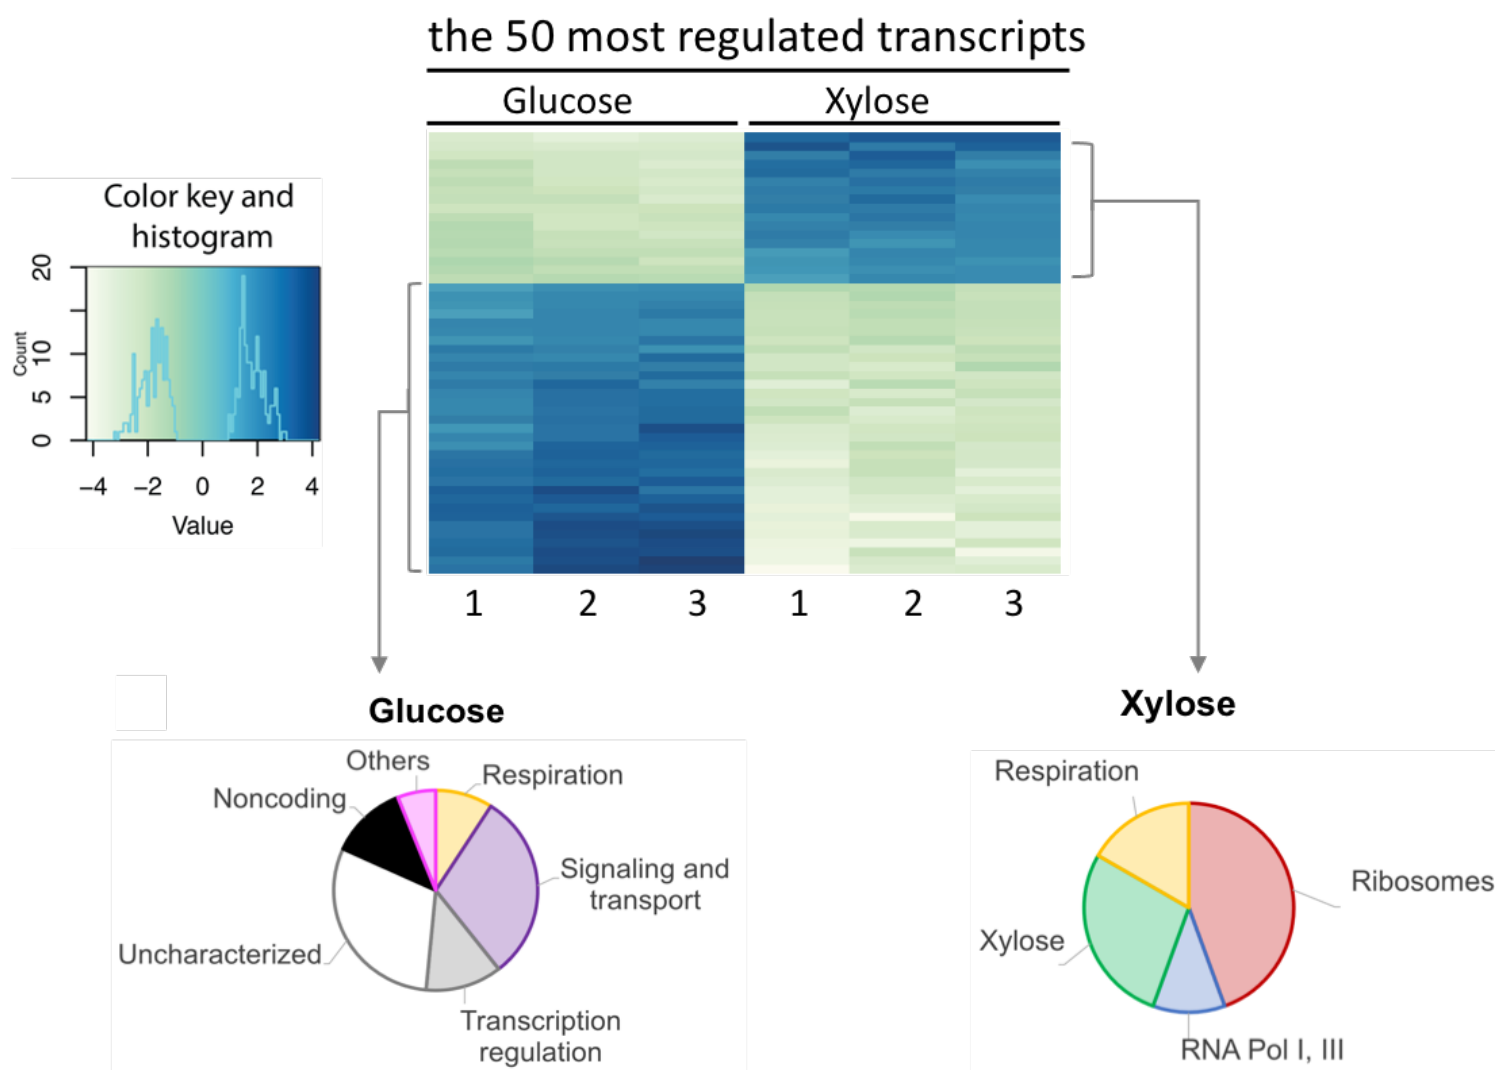

**Supplementary Figure 2:** Heatmap of the 50 most significant changes between glucose- and xylose-treated samples. Each line represents one gene for which row-normalised values from regularized logarithm transformed data are shown in color visualizing weak (bright) and strong (blue) transcribed genes. Pie charts show the functional characterisations of the genes upregulated in each treatment. The individual gene-IDs and transcript dynamics are collected in Supplementary Data 2.

# Supplementary material for: Identification and characterization of sugar-regulated promoters in Chaetomium thermophilum
**Source:** BMC Biotechnol. 2023 Jul 8;23:19. doi: 10.1186/s12896-023-00791-9
**Supplement:** Supplementary file 3 — Additional file 3. Supplementary Figure 3. Genotype verification of the control reporter strain without promoter. The control strain was verified by diagnostic PCR on extracted gDNAs from the obtainedtransformants. The primer pairs (red arrow) were selected as such that theyanneal upstream of the spacer sequence and inside the YFP-gene, producing a 180 bp sized PCR product when the YFP-cassette is present in the genome. The reporter cassette carrying plasmid was used as positive control and gDNA from wildtype mycelia as negative control for the PCR. The representative clone 10 was used further in this study. The uncropped agarose gel is shown in Supplementary Figure 6.

### Supplementary Figure 3

#### Control strain verification by colony PCR on gDNA

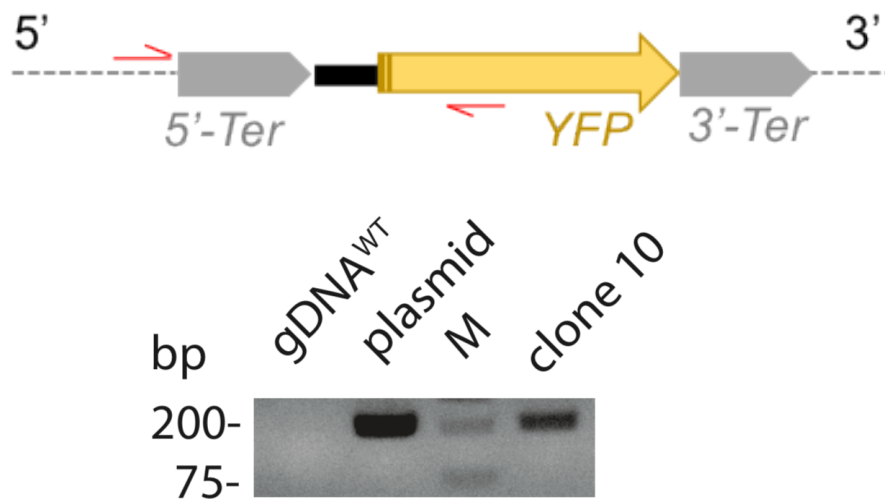

**Supplementary Figure 3:** Genotype verification of the control reporter strain without promoter.

The control strain was verified by diagnostic PCR on extracted gDNAs from the obtained transformants. The primer pairs (red arrows) were selected as such that they anneal upstream of the spacer sequence and inside the YFP-gene, producing a 180 bp sized PCR product when the YFP-cassette is present in the genome. The reporter cassette carrying plasmid was used as positive control and gDNA from wildtype mycelia as negative control for the PCR. The representative clone 10 was used further in this study. The uncropped agarose gel is shown in Supplementary Figure 6.

# Supplementary material for: Identification and characterization of sugar-regulated promoters in Chaetomium thermophilum
**Source:** BMC Biotechnol. 2023 Jul 8;23:19. doi: 10.1186/s12896-023-00791-9
**Supplement:** Supplementary file 4 — Additional file 4. Supplementary Figure 4. Characterization of affinity-purified ffts-YFP protein under control of the PXYL promotor. Before induction in xylose medium (0h) and six hours afterwards (6h), the expressed YFP-protein was affinity-purified, using anti-GFP coated agarose beads (GFP-Trap). The purified eluates are shown on a Coomassie stained SDS-gel. The bands were also analyzed by mass spectrometry. Whilst YFP_1 corresponds to the full length YFP protein, the variants YFP_2 and YFP_3 showed to be C-terminally truncated, resulting in accordingly lower molecular weight variants. The uncropped SDS-PAGE is shown in Supplementary Figure 9.

Supplementary Figure 4

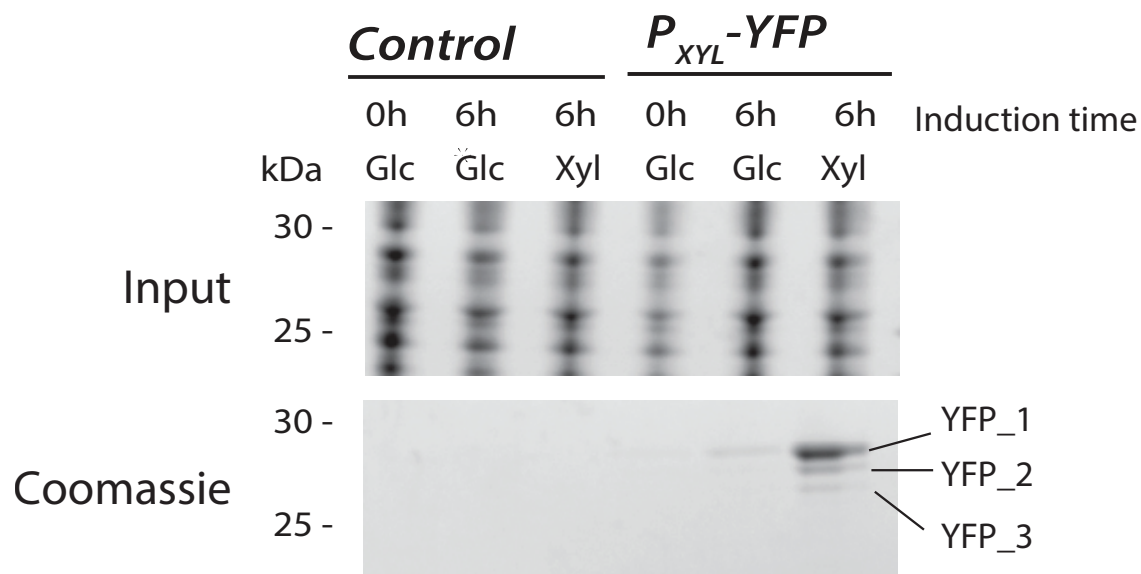

**Supplementary Figure 4:** Characterization of affinity-purified ffts-YFP protein under control of the PXYL. Before induction in xylose medium (0h) and six hours afterwards (6h), the expressed YFP-protein was affinity purified, using anti-GFP coated agarose beads (GFP-Trap®). The purified eluates are shown on a Coomassie stained SDS-gel. The bands were also analyzed by mass spectrometry. Whilst YFP\_1 corresponds to the full length YFP protein, the variants YFP\_2 and YFP\_3 showed to be C-terminally truncated, resulting in accordingly lower molecular weight variants. The uncropped SDS-PAGE is shown in Supplementary Figure 9.

# Supplementary material for: Identification and characterization of sugar-regulated promoters in Chaetomium thermophilum
**Source:** BMC Biotechnol. 2023 Jul 8;23:19. doi: 10.1186/s12896-023-00791-9
**Supplement:** Supplementary file 5 — Additional file 5. Supplementary Figure 5.YFP-Induction strength comparison under control of the PXDH and the PXYL. Promoter-YFP carrying reporter strains were grown for 16h in inductive xylose medium and whole cell lysates were subsequently analysed by immuno-blotting using an anti-YFP directed antibody. SDS samples from the PXDH -YFP carrying reporter strain were subjected to a 2-fold dilutions series and blotted next to non-diluted SDS samples from a XYL-YFP carrying reporter strain. Equal amounts of protein inundiluted SDS-samples were loaded, as shown by Ponceau S staining. The 8-fold diluted SDS-samples from the PXDH –YFP strain show similar YFP to undiluted SDS-samples from the PXDH -YFP strain (bold). The uncropped membrane is presented in Supplementary Figure 10.

## Supplementary Figure 5

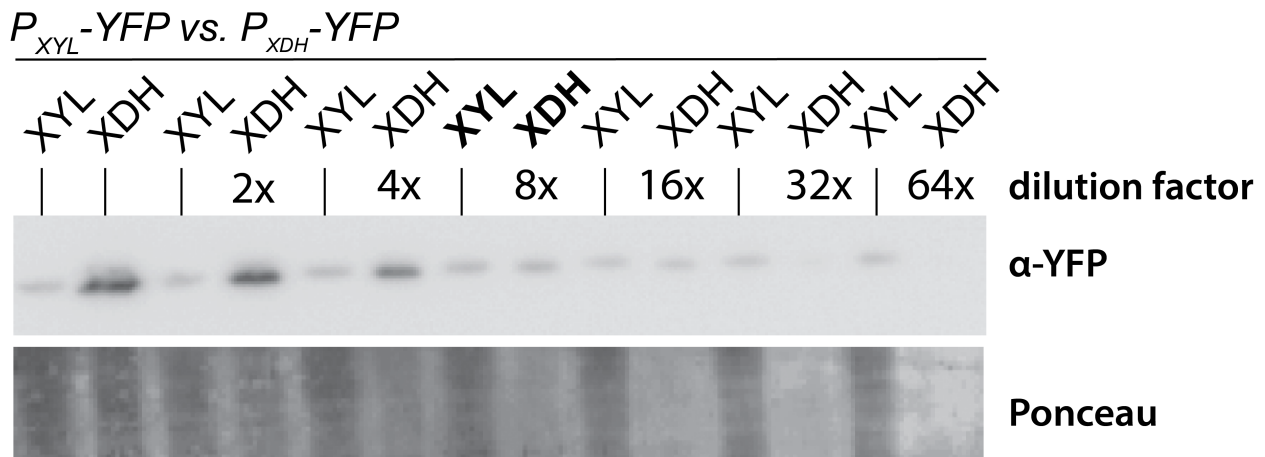

**Supplementary Figure 5:** YFP-Induction strength comparison under control of the PXDH and the PXYL. Promoter-YFP carrying reporter strains were grown for 16h in inductive xylose medium and whole cell lysates subsequently analysed by immuno-blotting using an anti-YFP directed antibody. SDS samples from the PXDH -YFP carrying reporter strain were subjected to a 2-fold dilutions series and blotted next to non-diluted SDS samples from a XYL-YFP carrying reporter strain. Equal amounts of protein in undiluted SDS-samples were loaded, as shown by Ponceau S staining. The 8-fold diluted SDS-samples from the PXDH -YFP strain show similar YFP to undiluted SDS-samples from the PXDH -YFP strain (bold). The uncropped membrane is presented in Supplementary Figure 10.

# Supplementary material for: Identification and characterization of sugar-regulated promoters in Chaetomium thermophilum
**Source:** BMC Biotechnol. 2023 Jul 8;23:19. doi: 10.1186/s12896-023-00791-9
**Supplement:** Supplementary file 6 — Additional file 6. Supplementary Figure 6. unprocessed data related to Supplementary Figure 3.

Supplementary Figure 6:

**Genotype verification of the control-YFP strain**

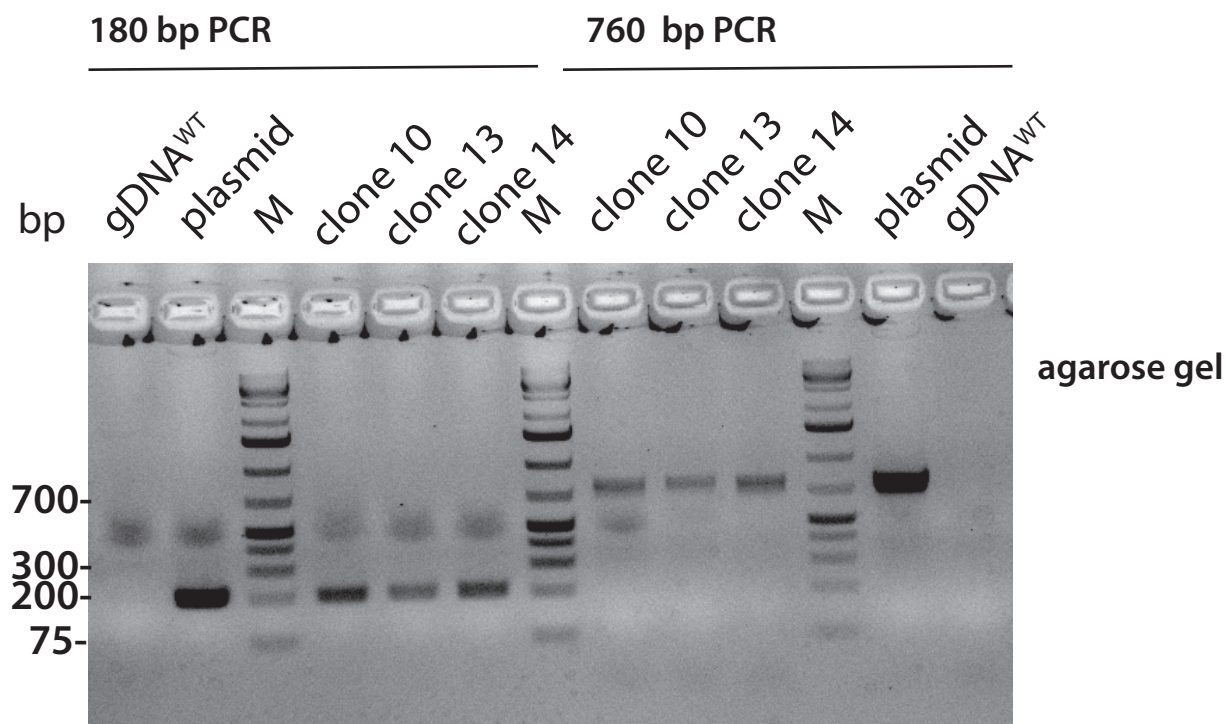

Representative clone 10:

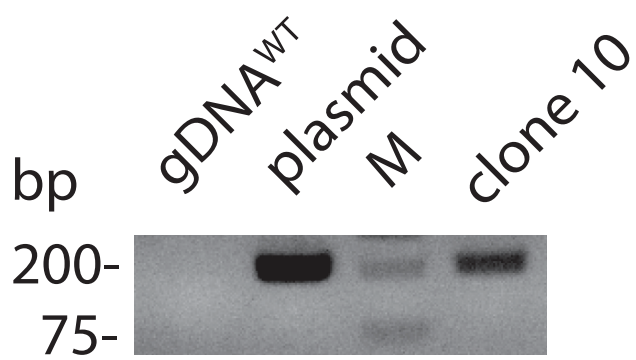

**Supplementary Figure 4:** unprocessed data related to Supplementary Figure 3

# Supplementary material for: Identification and characterization of sugar-regulated promoters in Chaetomium thermophilum
**Source:** BMC Biotechnol. 2023 Jul 8;23:19. doi: 10.1186/s12896-023-00791-9
**Supplement:** Supplementary file 7 — Additional file 7. Supplementary Figure 7. unprocessed data related to Figure 4.

**PCBP-YFP induction in glucose and xylose media: anti-YFP blotting**

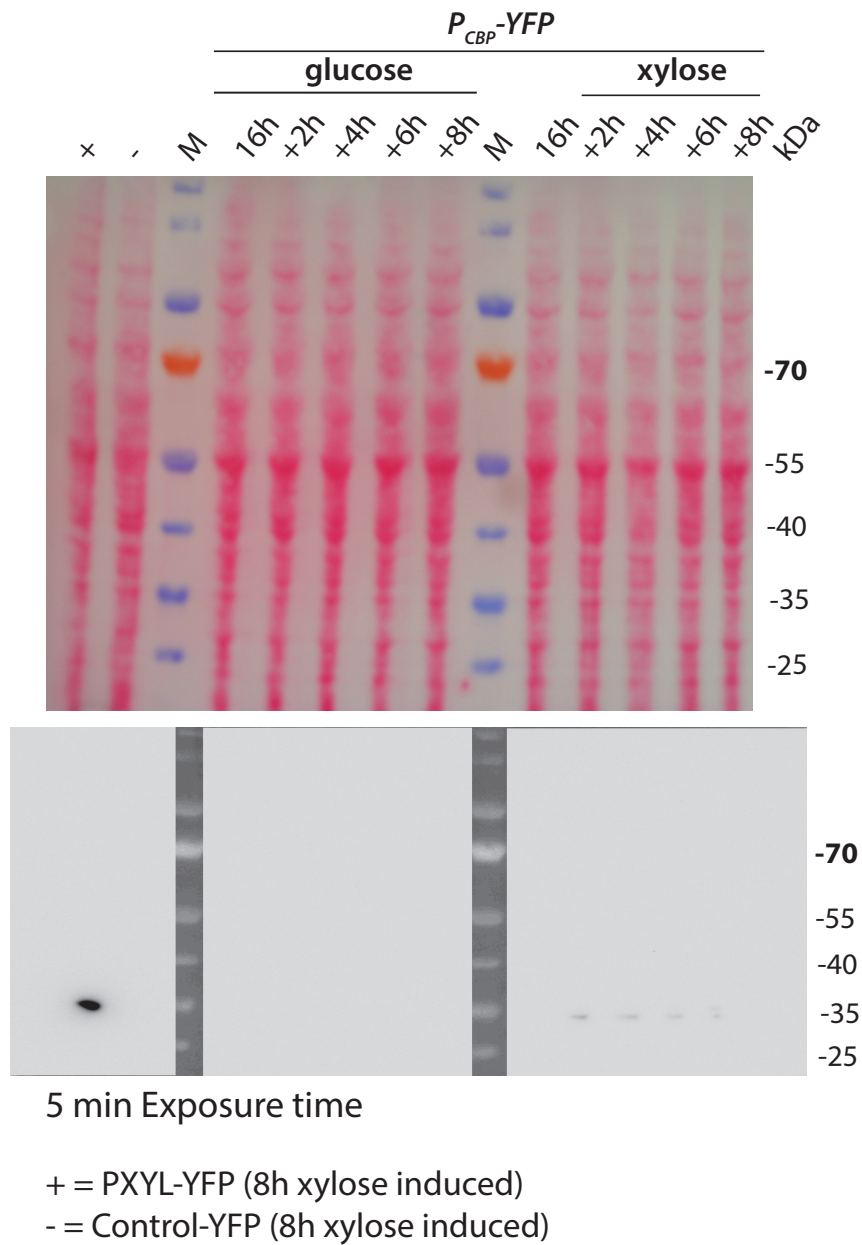

**Supplementary Figure 7:** unprocessed data related to Figure 4

Pxyl-YFP and PxylDH-YFP induction in glucose and xylose media: anti-YFP blotting

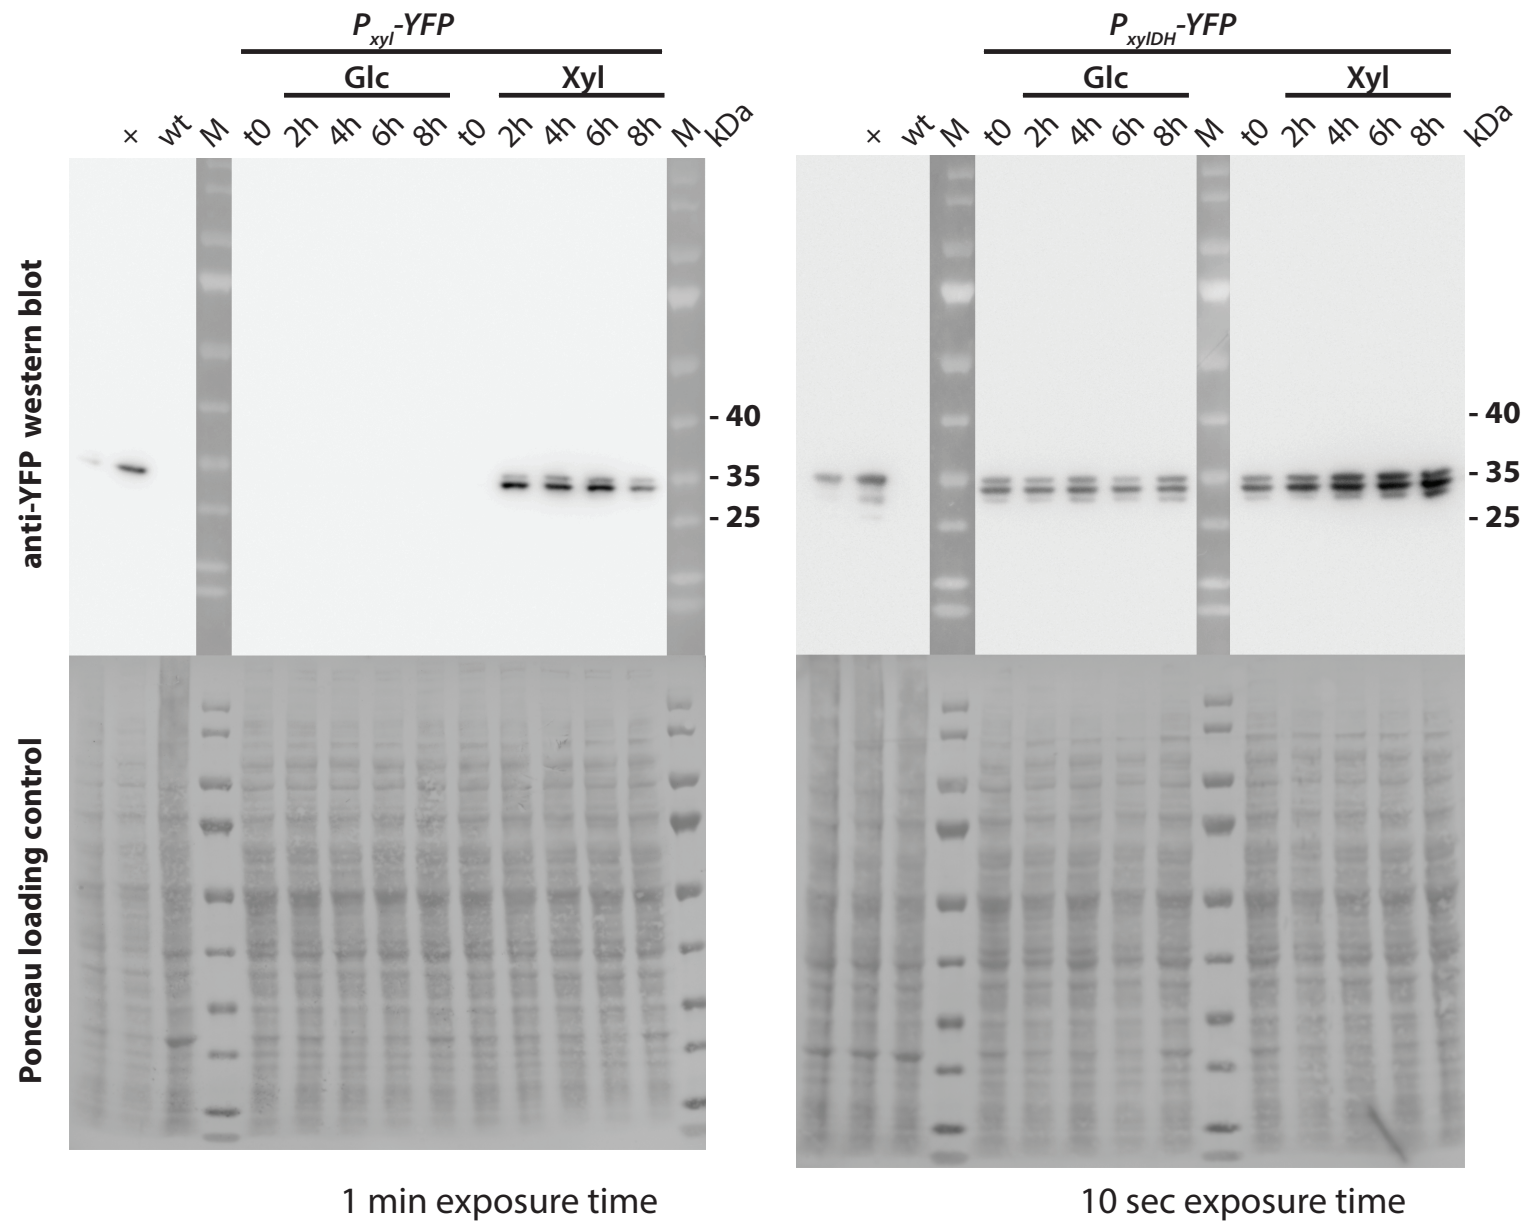

Supplementary Figure 7: unprocessed data related to Figure 4

# Supplementary material for: Identification and characterization of sugar-regulated promoters in Chaetomium thermophilum
**Source:** BMC Biotechnol. 2023 Jul 8;23:19. doi: 10.1186/s12896-023-00791-9
**Supplement:** Supplementary file 8 — Additional file 8. Supplementary Figure 8. unprocessed data related to Figure 5.

Supplementary Figure 8:

pA-rsa4 induction (immuno blotting)

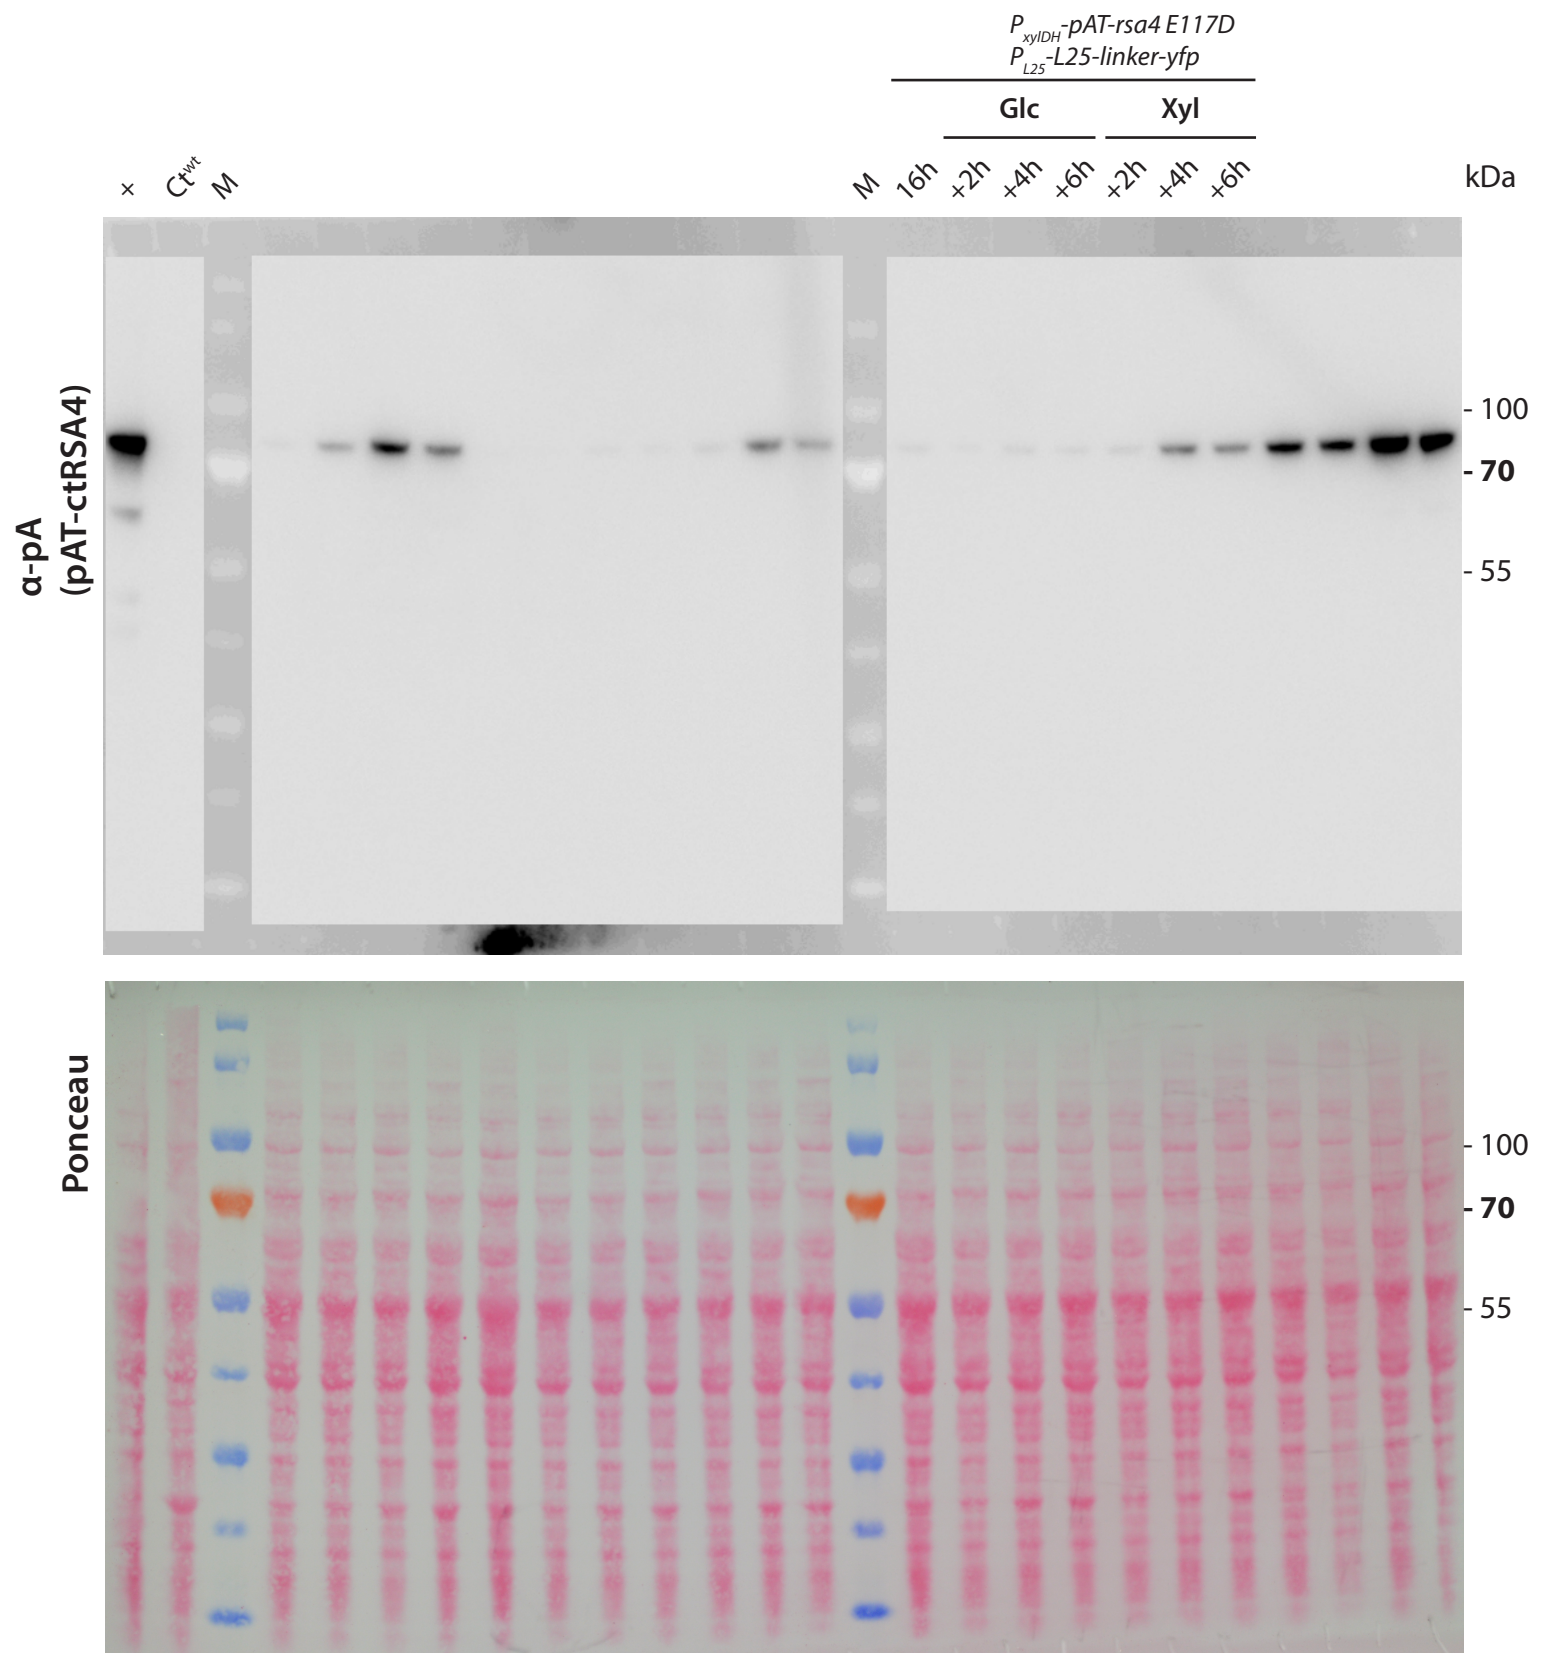

Supplementary Figure 8: unprocessed data related to Figure 5

# Supplementary material for: Identification and characterization of sugar-regulated promoters in Chaetomium thermophilum
**Source:** BMC Biotechnol. 2023 Jul 8;23:19. doi: 10.1186/s12896-023-00791-9
**Supplement:** Supplementary file 9 — Additional file 9. Supplementary Figure 9. unprocessed data related to Supplementary Figure 4.

Supplementary Figure 9:

GFPTrap on control-YFP and P<sub>XYL</sub>-YFP

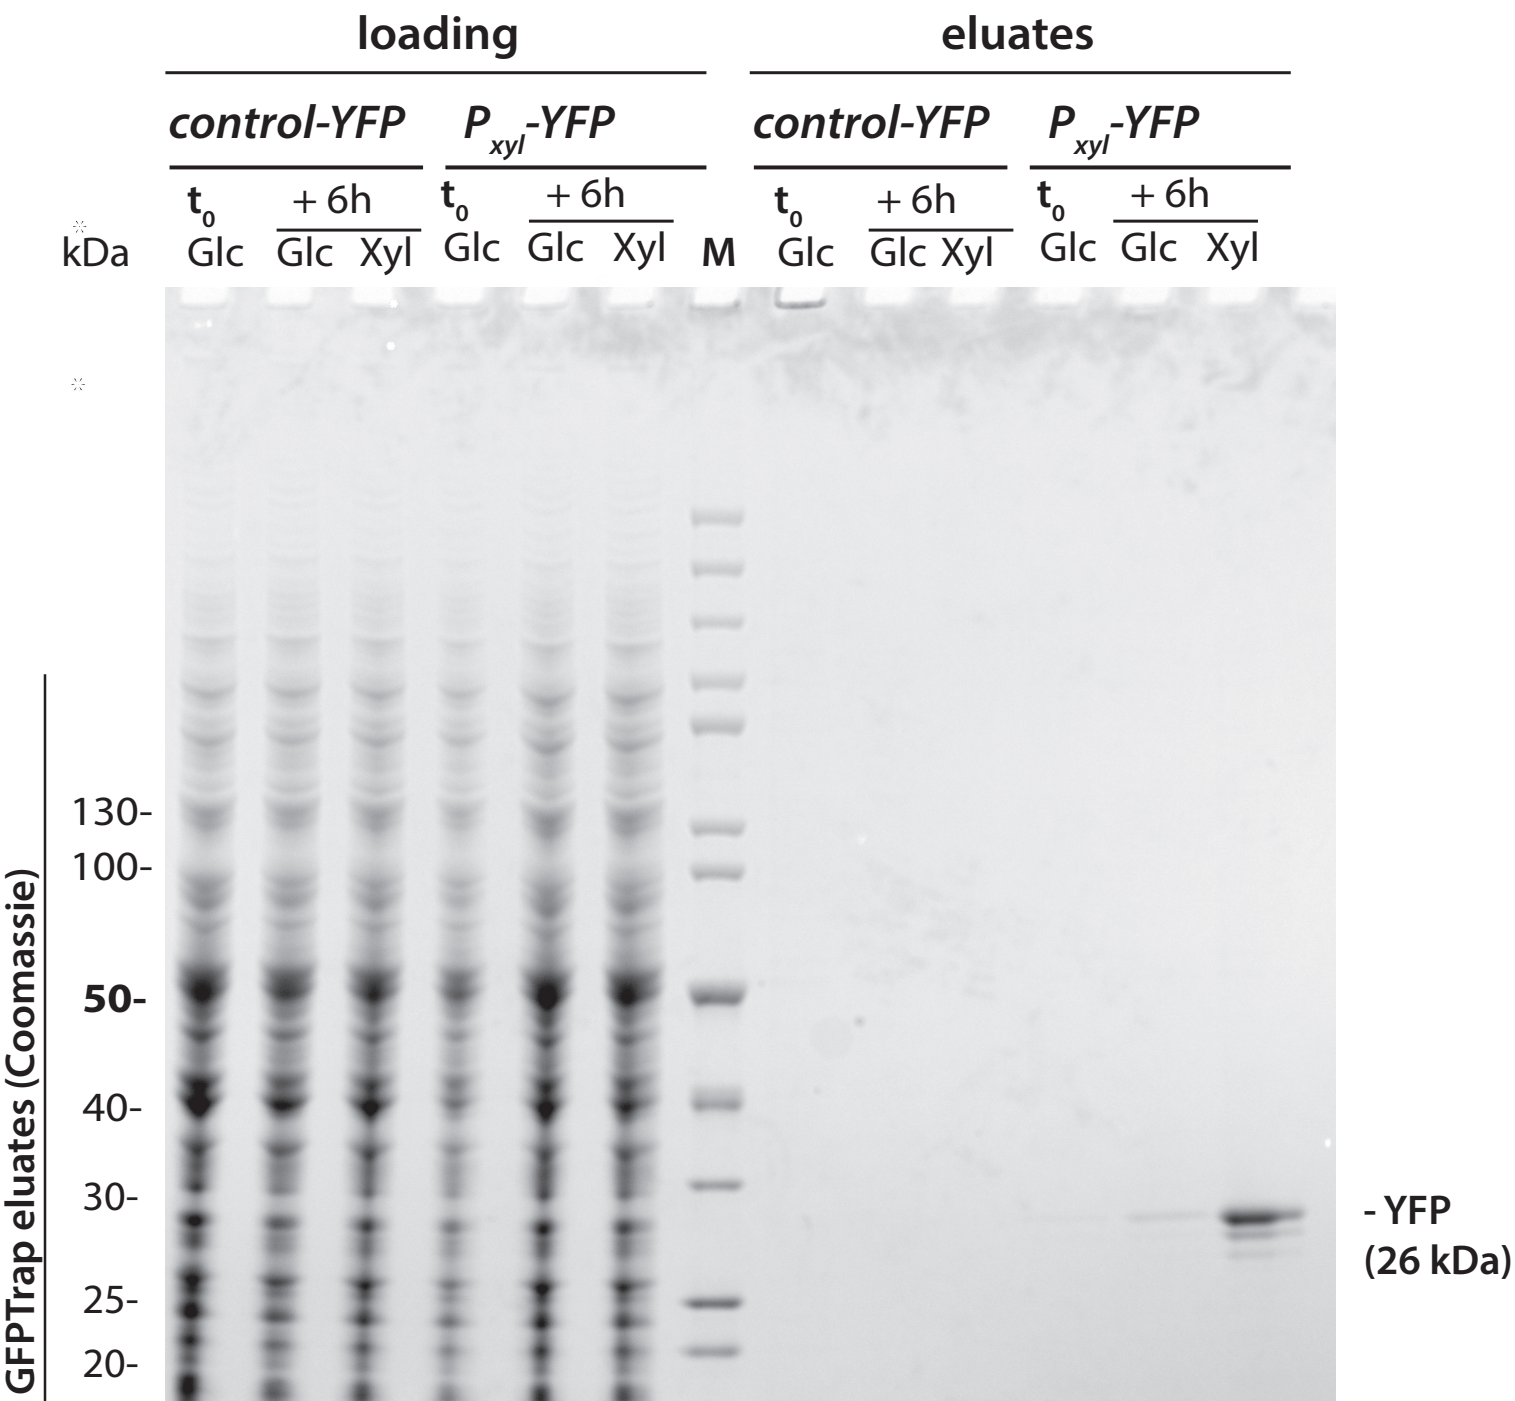

Supplementary Figure 9: unprocessed data related to Supplementary Figure 4

# Supplementary material for: Identification and characterization of sugar-regulated promoters in Chaetomium thermophilum
**Source:** BMC Biotechnol. 2023 Jul 8;23:19. doi: 10.1186/s12896-023-00791-9
**Supplement:** Supplementary file 10 — Additional file 10. Supplementary Figure 10. unprocessed data related to Supplementary Figure 5.

Supplementary Figure 10:

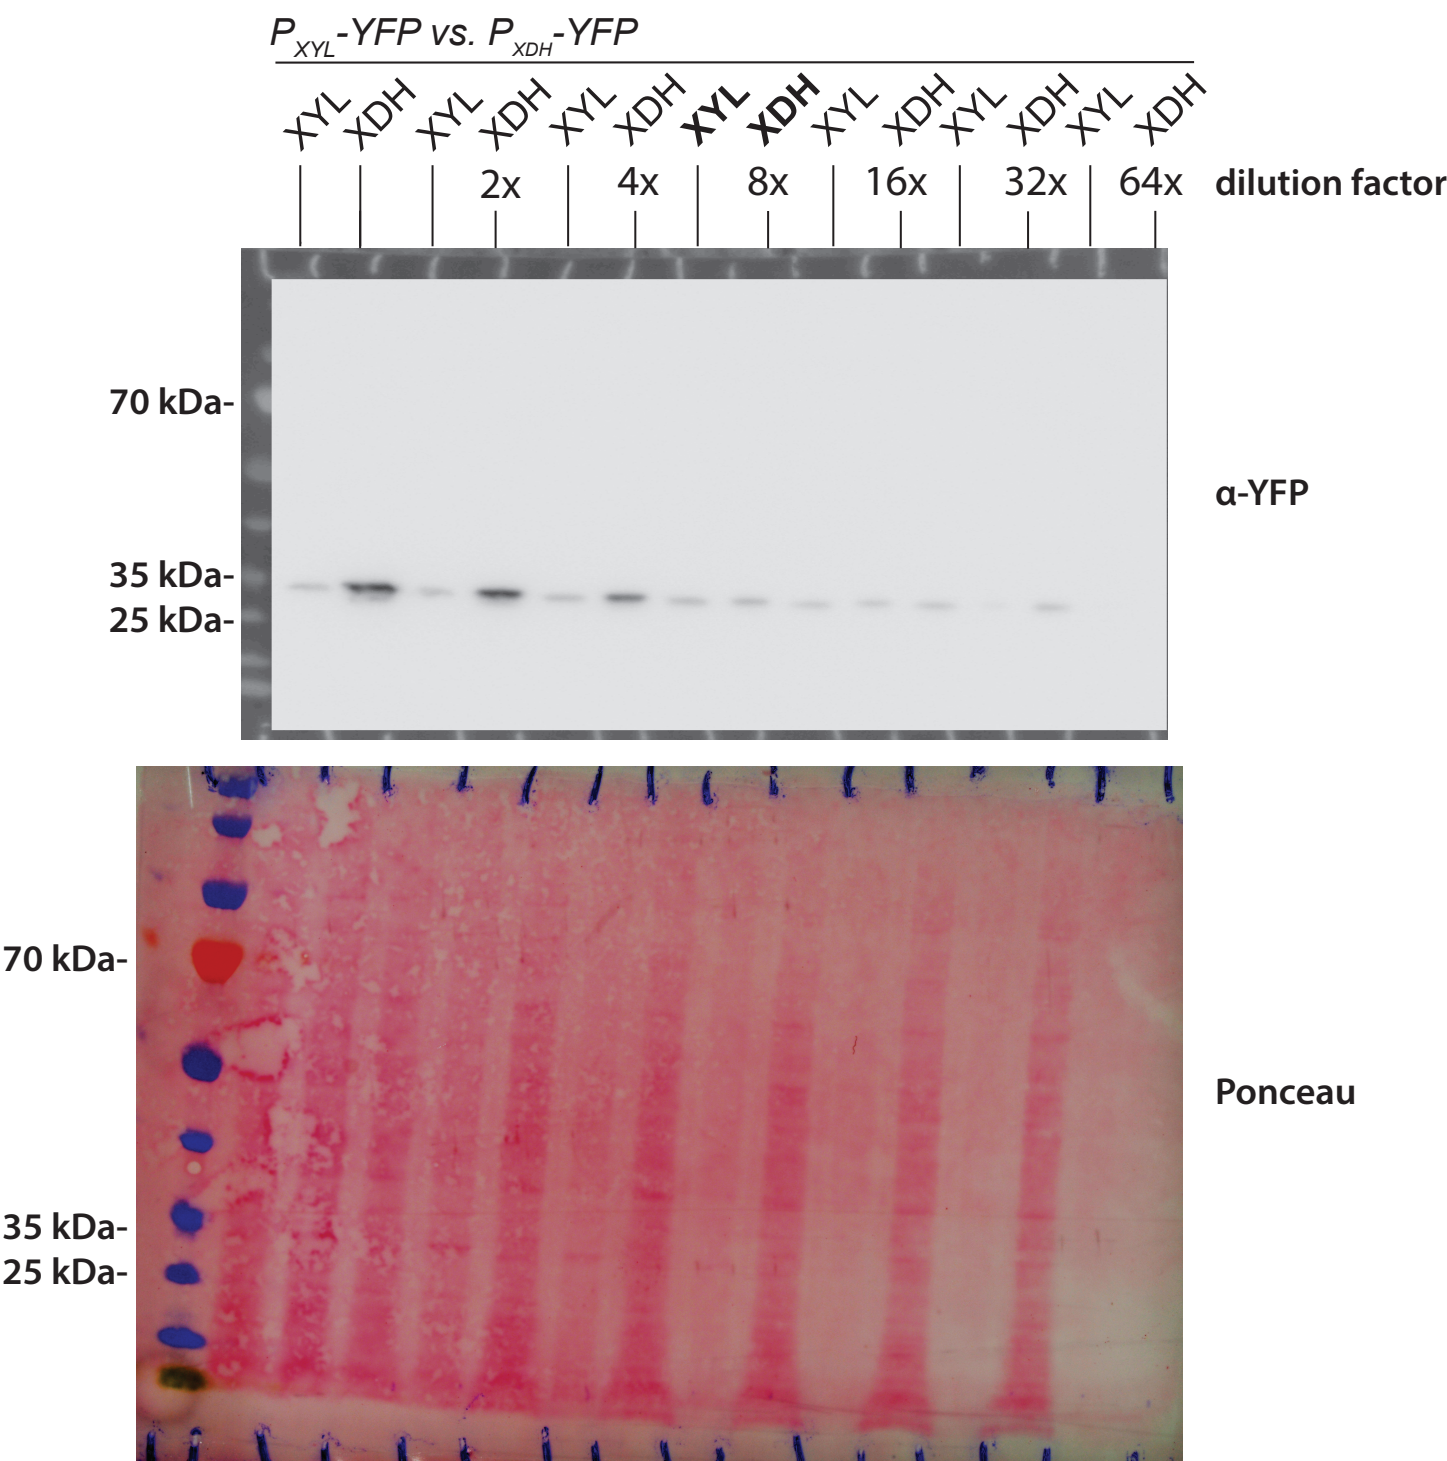

**Supplementary Figure 10:** unprocessed data related to Supplementary Figure 5

How the deposited data were processed for this re-analysis (not part of the article)

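The transcriptomes of 9 cultures of wild-type C. thermophilum were measured by sequencing of mRNA: 3 without sugar (reference), 3 exposed to glucose and 3 exposed to xylose. The authors checked the raw reads with FastQC, mapped them with Tophat2 and counted them per gene with summarizeOverlaps, and deposited these read counts without normalization, 1 column per library. How reads that map to several genes or overlapping genes were counted is not stated in the paper's text, so near-identical genes could share reads. Library, condition and replicate were taken from the sample labels and the paper.

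The counts were analysed in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1) and DESeq2 1.42.0. The main test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with TMM normalization, the filterByExpr filter (minimum count 10) and a threshold of 0.05 on the adjusted p-value, in 1 model with the 3 conditions over all libraries. The standard error of a log2-fold change is its size divided by the square root of the F statistic. CPM values in the text and figures were scaled with the TMM factors of the genes tested. Percentiles rank the mean CPM of each condition among all genes listed, scaled with TMM factors computed over all of these genes. Of the 7785 genes listed, 7472 matched the locus tags of the RefSeq annotation of assembly CTHT_3.0, which was used for gene order and gene type only, and 313 did not. The total counts per library, from 38806913 to 52229013, set the precision: a count of 0 allows up to 3 reads, which is 0.0530 to 0.109 CPM. Intervals cover counting error only. No pair of replicates had counts closer than sampling noise, so each library counts once.

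The test, the groups, the rule for the named genes and the alternatives were fixed before the data were examined. The exceptions are the alternatives described as chosen after seeing the data. The named genes are all genes that the text, Fig. 2 and Fig. 3 name or that Suppl. Data 3 lists as lignocellulolytic, carbon catabolic or experimentally investigated, the normalizer genes of the qRT-PCR, and in each comparison the 3 largest increases and the 3 largest decreases among DEGs whose replicates do not overlap. The alternatives were DESeq2 size factors, scaling by total counts, the DESeq2 Wald test with and without a prior on the coefficients, other filters on low counts, the replicate number as a block, a fit of only the conditions compared, other thresholds and leaving out each library. Percentiles of CPM per gene length and 4 lists by product name were planned but not run, because a length for every gene and product names were not used here.

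The edgeR procedure was tested on simulated data, with counts for 6904 genes of which 200 were changed. It recovered 94 of these, 83 of 100 genes changed 4-fold and 11 of 100 changed 2-fold, with 9 false calls (8.74% of the calls) and 0 calls in a comparison without changes. DESeq2 recovered 128 with 36 false calls (22.0%) and made 12 calls in the comparison without changes. Both the recovery and the share of false calls depend on how many genes change. Far more genes were DEGs in the data, so these shares need not hold there. The qRT-PCR values were read from Suppl. Data 4 and are the paper's. Suppl. Data 1 is held in part, and no test used it.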

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

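The tests of a single outlying library and of the scaling of the libraries in this part were chosen only after the result was seen.

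Among DEGs whose replicates do not overlap, genes that the paper does not discuss showed the largest increases over the reference. In glucose these were CTHT_0021100, with a log2-fold change of 7.06 (adjusted p = 7.36e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), CTHT_0054700, with 6.96 (adjusted p = 0.000245, edgeR), and CTHT_0070550, with 6.88 (adjusted p = 4.40e-05, edgeR). In xylose they were CTHT_0019950, with 7.45 (adjusted p = 9.46e-06, edgeR), and CTHT_0012040, with 7.42 (adjusted p = 1.15e-05, edgeR). What drew attention was a signal above that of the reference libraries in genes outside those studied. CTHT_0021100 had at least 22619 reads in each glucose library and at most 356 in a reference library, and CTHT_0054700 at least 37081 and at most 733. CTHT_0070550 had at least 234 reads in glucose and only 3 to 5 in the reference, so its fold change rests on few reads. CTHT_0019950 and CTHT_0012040 had at least 1800 and 1726 reads in each xylose library, and at most 36 and 57 in a reference library. They also rose in glucose, by 5.36 and 4.96 on the log2 scale. In xylose, CTHT_0021100 and CTHT_0070550 also rose over the reference, by 2.97 and 1.96, the latter with 7 to 24 reads per library. CTHT_0054700 was not a DEG there (-0.27).

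Because the genes were picked for increases shared by all replicates, leaving out a library from the same data excludes nothing. The 3 largest increases among genes outside those studied were therefore picked again without 1 sugar library and 1 reference library, and read in the pair of libraries held out. A single outlying library would let at least one of them fall under 1 on the log2 scale there. Over the 18 pairs, all 54 increases picked exceeded this, with a median of 6.06 and a lowest value of 1.46. The 5 genes named above made up 37 of these picks, each of them was picked at least once, and their lowest held-out value was 4.87. Another scaling of the libraries would have to move all genes alike by several units, but the median log2-fold change of all genes moved by at most 0.24 over the 16 other settings. These values argue against a single outlying library and against the choice of scaling as the cause. A change in the total mRNA of a culture, which read counts cannot show, was not tested, nor was whether the genes share reads with similar or overlapping genes. Both stay open, as does a response to the sugar.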

How the results depend on the processing

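The test of the TMM reference library in this part was chosen only after the result was seen.

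The counts of DEGs stayed within 1.5 times their value under every alternative tried. In fits that each left out 1 library, the count ranged from 2522 to 3837 for glucose against the reference, from 4016 to 4664 for xylose against the reference, from 2682 to 3447 for xylose against glucose and from 4889 to 5657 for any difference among the conditions. The DESeq2 Wald test gave 3713, 4670 and 3742 DEGs in the pairwise comparisons. Of the DEGs from edgeR, 98.9%, 99.2% and 98.1% were also called by it. Scaling by total counts gave 2852, 4025 and 3082.

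In each pairwise comparison, 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs, and the others gave 0. With 10 splits the share cannot fall under 0.1, so the count of splits alone decides nothing there. In the simulated unchanged groups, the comparisons with the reference gave 0 DEGs in all but 1 of the 20 runs and 1 DEG in that run, against 3416 and 4463 in the data. These simulations draw on the fitted spread between replicates and did not cover xylose against glucose. Of 100 splits of the 9 libraries drawn from 280, 1, the real one, gave as many DEGs among the conditions, and the next highest gave 2321.

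The share of higher genes among the DEGs of glucose against the reference was 48.6%, but 58.9% without the filter on low counts and 58.7% with at least 10 counts in every library. Both filters led TMM to scale to another library. Without the filter but with the original reference library of TMM, a setting chosen after seeing the data, the share was 48.6% again, which is consistent with the choice of this library as the cause. Over all 9 libraries in that place the share ranged from 48.5% to 58.7%. Total-count scaling moved it by under 10 percentage points, to 46.0%. Removing the rRNA genes from that scaling as well, also chosen after seeing the data, gave 38.9%. Single libraries moved the division too, from 1216 of 2627 DEGs higher without reference replicate 3 to 1708 of 2854 without glucose replicate 1. Between xylose and glucose the share of xylose-higher genes was 55.5%, but 48.3% without the filter and 48.1% with at least 10 counts in every library, so the larger side changed. Without the filter but with the original reference library of TMM, also chosen after seeing the data, the share was 55.7%. It was 61.7% with total-count scaling and ranged from 47.6% to 58.5% over the 9 libraries as TMM reference. The larger side also changed without glucose replicate 1, with 1435 of 3047 DEGs higher in xylose. In the fit of only the conditions compared, 1834 of 3704 were higher in xylose.

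The number of xylose-higher genes among the 50 smallest p-values was 27. It was 15 with total-count scaling and 17 with the DESeq2 Wald test, with or without a prior on the coefficients, and ranged from 11 to 32 in fits that each left out 1 library. The cause was not tested. The share of genes changed in the same direction by both sugars, 91.3%, was 92.8% with total-count scaling, 90.0% with the DESeq2 Wald test and 90.0% with its prior, and ranged from 88.2% to 93.5% without 1 library. The cause was not tested.

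Percentiles fell when fewer genes were ranked. Among the genes passing the filter they were 4.87 for CBP in glucose, 16.0 and 89.5 for XYL in glucose and xylose and 34.7 for XDH in glucose. Among genes with at least 1 count, chosen after seeing the data, they were 10.0, 20.6, 90.1 and 38.2. These moves follow from the genes left out of the ranking. For XYL in xylose the fits without 1 library ranged from 90.5 to 90.9. The ranking per gene length and the 4 lists by product name were not run.

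Over 66 comparisons of named genes, 913 alternative values were computed. Of these, 864 kept their direction and their side of the threshold, 34 lost and 12 gained significance and 3 reversed. The reversals were CTHT_0039870 in glucose against the reference without reference replicate 3 and CTHT_0060530 between the sugars without xylose replicate 2, whose log2-fold changes ranged from -0.013 to 0.92 and from -0.21 to 0.55 in fits that each left out 1 library, and CTHT_0014530 between the sugars with total-count scaling (0.019). None of the 3 was significant in either setting. The last follows from the scaling, which moved the median of all genes as far, from 0.16 to 0.34. The cause of the others was not tested.

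With the replicate number as a block, 3343, 4399 and 3374 genes were DEGs in the pairwise comparisons and 5253 among the conditions. Of the 9 correlations between same-numbered libraries, which ranged from -0.28 to 0.29, 3 were over 0.1. These 3 were the pairs of replicate 1 (0.29, 0.21 and 0.17). The numbers therefore do not pair the libraries throughout, but an effect shared by the libraries of replicate 1 is not excluded. The ratio of distances stayed between 2.23 and 2.72 without 1 library, with p = 0.00357 (exact permutation test) in each.

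In the self-test edgeR recovered 11 of 100 genes changed 2-fold, so the absence of a call does not exclude a change of this size. DESeq2 recovered 36 of 100, with 36 false calls in all against 9 for edgeR. Depth, the number of replicates and the number of changed genes were not varied in the self-test. It changed 200 of 6904 genes, whereas 3504 were DEGs between the sugars in the data, so its recovery and false calls need not hold there.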

Differences from the paper's values

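No test in this part was chosen after the result was seen, but the ranking over genes with at least 1 count was.

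Among the 50 genes with the smallest p-values between the sugars, 27 were higher in xylose, against 17 in the paper. Of the alternatives set before the data were examined, the DESeq2 Wald test gave 17 with and without a prior on the coefficients, and both shared all 50 genes with the paper's list. The paper's methods name the DESeq2 Wald test. Total-count scaling gave 15, both other filters 20, the replicate block 24 and the fit of only the conditions compared 19, all within 1.5 times the paper's number, as were the fits without glucose replicate 2 (12), glucose replicate 3 (19) and xylose replicate 2 (24). DESeq2 size factors (26) and the fits without glucose replicate 1 (11), xylose replicate 1 (32) or xylose replicate 3 (32) did not close the gap.

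The percentile of CBP in glucose was 15.6, against 9.3 in the paper's Suppl. Data 3. Ranking only genes that pass the filter gave 4.87, and the fits without 1 library gave 15.2 to 16.2, so none of the alternatives set before the data were examined closed the gap. Ranking genes with at least 1 count, chosen after seeing the values, gave 10.0. The scales differ: the paper's table ranks 7277 genes, of which 1999 are held here, and over these the paper's order in glucose had a Spearman correlation of 0.749 with CPM and 1.000 with CPM divided by gene length. A percentile on that scale was not computed, because lengths of the other genes were not used here. The other 5 percentiles and the 48 log2-fold changes of the 16 listed genes did not differ by the same rule. The largest gap in a log2-fold change was 0.39, and 0.0038 with the DESeq2 prior.

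The paper gives the number of DEGs between the sugars as 4258 in its text and 3750 in the legend of Fig. 2c. Here it was 3504, with 3742 from the DESeq2 Wald test, 3735 with its prior and 4066 at an adjusted p-value under 0.1.

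The paper states that glycolytic genes were not differentially transcribed in either sugar. Relative to the reference, all 3 genes were DEGs in glucose and 2 in xylose. The glucose calls of CTHT_0004880 and CTHT_0017880 were lost in 4 of the 6 fits that left out 1 library, those without reference replicate 1, reference replicate 3, glucose replicate 2 and glucose replicate 3. CTHT_0004880 in xylose (adjusted p = 0.0790, edgeR's quasi-likelihood test) was a DEG with total-count scaling, with both DESeq2 tests, with the replicate block and without reference replicate 2. The paper states that cellulases showed no significant dynamics, whereas CTHT_0060530 was lower than the reference in both sugars. It was not significant in xylose with the replicate block (adjusted p = 0.0506, edgeR), in the fit of only the conditions compared (adjusted p = 0.0571, edgeR) and in 3 of the 6 fits that left out 1 library, and in glucose likewise in 3 of 6. CTHT_0045500 was lower in xylose with both DESeq2 tests and without reference replicate 2 or xylose replicate 2, and in glucose without reference replicate 2.

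The paper names CTHT_0011440, CTHT_0073860 and CTHT_0064690 as the most xylose-induced genes. Within Suppl. Data 2 they had the 3 largest increases here as well. Among all DEGs, CTHT_0047580 (5.88) and CTHT_0064080 (5.41), which that list does not hold, ranked among the highest 3 with CTHT_0011440. The value of CTHT_0047580 came mostly from a decrease in glucose, with -4.51 relative to the reference and 3 to 12 reads per glucose library. In xylose it was not a DEG relative to the reference (1.37, adjusted p = 0.0656, edgeR's quasi-likelihood test), whereas CTHT_0064080 rose by 4.17. The paper names CTHT_0011270 as the gene activated most strictly in glucose compared with xylose (Fig. 2e). Within Suppl. Data 2 it had the largest difference here as well, with -5.70, and among all DEGs CTHT_0054700, which the list does not hold, had a larger one, with -7.23. The paper describes CTHT_0011270 as noncoding, and the RefSeq annotation lists it as protein-coding.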

Other observations

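The test of the remaining difference of XYL in this part was chosen only after the result was seen.

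Reads on the 26S rRNA gene took a mean of 21.7% of the counts in the reference (SD 8.97), 14.0% in glucose (SD 8.02) and 12.3% in xylose (SD 0.851; n = 3 libraries each), while the 18S rRNA gene had 0 counts in every library. No biological explanation was tested.

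Both sugars changed 2503 genes relative to the reference, 91.3% of them in the same direction (95% exact binomial confidence interval 90.1% to 92.3%), and the log2-fold changes had a Spearman correlation of 0.61 across genes, which are not independent replicates. The comparisons share the reference libraries. Simulated unchanged groups against the same reference gave a mean of 99.0% in the same direction (94.7% to 100%), over a mean of 71.7 genes per run at an unadjusted p-value under 0.05, since adjusted calls were absent from all but 1 of the 20 runs. At that threshold the observed share was 89.5%. The simulated groups held no change, so a gene passed in both comparisons there mainly through the shared reference libraries. Their share therefore cannot tell how much of the observed share comes from sharing a reference. Sharing a reference alone gave almost no adjusted calls, against 2503 genes called in both comparisons in the data. The correlation in the simulations had a mean of 0.48 (0.46 to 0.49), and the observed one lay above the highest of them. In the opposite direction changed 219 genes, 139 of them higher in glucose and lower in xylose and 80 the reverse.

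Of the 1560 genes higher in glucose than in xylose, 957 were lower in xylose than in the reference and not higher in glucose, 346 were higher in glucose and not lower in xylose and 139 were both. A higher level in glucose than in xylose was therefore more often a decrease in xylose than an increase in glucose, as it was under each other scaling and filter tried.

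Among DEGs whose replicates do not overlap, CTHT_0067930 showed the largest decrease in both sugars relative to the reference, with a log2-fold change of -9.81 in glucose and -10.69 in xylose (adjusted p = 1.12e-05 and 3.24e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CTHT_0001090 had a count of 0 in each xylose library and was at least 32.7-fold lower there than in the reference, or at least 20.3-fold without reference replicate 1.

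The log2-fold changes between xylose and glucose of genes next to each other had a Spearman correlation of 0.11 over 6334 pairs (permutation test with 1000 random orders, p = 0.0010, the smallest they can give; across genes). The hypothesis set beforehand was that sugar-regulated genes lie next to each other. Reads of one gene counted on the next could also give this, and would leave no correlation 3 or more places apart. It was 0.010 at 2 places (p = 0.216, permutation test), 0.032 at 3 (p = 0.0020, permutation test) and 0.026 at 5 (p = 0.023, permutation test), but 0.0066 at 10 (p = 0.287, permutation test) and 0.013 at 50 (p = 0.163, permutation test). Since only some of these exceed random orders, the explanations cannot be told apart.

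The qRT-PCR values of all 4 targets in xylose relative to the reference lay below the sequencing values. A candidate explanation is that the normalizer rpb2 itself is higher in xylose. The qRT-PCR values had been seen when this was set down, but the change of rpb2 in the counts had not. In the counts rpb2 had a log2-fold change of 0.68 in xylose (adjusted p = 0.0222, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 3 of 3 libraries, which is consistent with the explanation for the direction of the differences in xylose. In glucose rpb2 had -0.09, but there the differences between the methods went both ways, from -0.79 for XYL to 0.86 for XDH, so that comparison decides nothing. Between xylose and glucose rpb2 had 0.76 (adjusted p = 0.0167, edgeR), and the differences of all 4 targets were negative, from -1.70 for CBP to -0.07 for CTHT_0011270. That comparison shares the xylose libraries, so it is not independent evidence. The call of rpb2 in xylose relative to the reference was lost without reference replicate 1 (0.59), reference replicate 2 (0.49) or xylose replicate 1 (0.55), and in the fit of only the conditions compared. For XYL, a difference of -1.56 remained after the change of rpb2 was added, against a combined error of 0.46, which argues against rpb2 as the whole cause there. Whether the same cultures were used for both methods is not settled.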
